# Cardiomyocyte Janus kinase 1 (JAK1) signaling is required for cardiac homeostasis and cytokine-dependent activation of STAT3

**DOI:** 10.1016/j.yjmcc.2025.07.017

**Published:** 2025-07-29

**Authors:** Arasakumar Subramani, Kobina Essandoh, Michael Y. Young, Francesca H. Marino, James P. Teuber, Kay-Uwe Wagner, Matthew J. Brody

**Keywords:** Cardiac hypertrophy, Fibrosis, Heart failure, Cardiomyopathy, Cardiomyocyte, Cytokine receptor, JAK, STAT, Intracellular signaling, Oncostatin M

## Abstract

Despite the essential role of inflammation in the pathogenesis of heart failure and other chronic cardiovascular diseases, how cardiomyocytes sense and respond to the inflammatory milieu is not well understood. Cytokine receptors respond to circulating glycoprotein 130 (gp130) family cytokines, such as interleukin-6 (IL-6) and oncostatin M (OSM), by signaling through Janus kinases (JAK) to ultimately elicit phosphorylation-dependent nuclear translocation and transcriptional activity of signal transducer and activator of transcription (STAT) proteins. JAK1 is particularly important for STAT3-dependent cytokine production and macrophage recruitment by cardiomyocytes and STAT3 promotes cardiac hypertrophy and remodeling in response to pressure overload or angiotensin-II but is protective during ischemic injury. However, the roles of JAK1 signaling in cardiac homeostasis and cardiomyocyte cytokine sensing and responsivity remain unclear. To assess the functions of JAK1 in cardiac physiology, we generated mice with cardiomyocyte-specific deletion of JAK1 and evaluated cardiac structure and function, myocardial remodeling, and intracellular signal transduction. Loss of JAK1 in cardiomyocytes results in dilated cardiomyopathy by 6 months of age, indicating cytokine receptor signaling through JAK1 is essential for cardiac physiology. Cardiomyopathy in aged mice lacking cardiomyocyte JAK1 was characterized by substantial myocardial fibrosis. Transcriptomics and gene expression analyses identified JAK1-dependent cytokine-inducible target genes in adult cardiomyocytes as putative effectors of JAK1-STAT3 in the cardiac stress response. JAK1-deficient adult cardiomyocytes were resistant to phosphorylation and nuclear translocation of STAT3 and transcriptional reprogramming in response to OSM. Collectively these data indicate cardiomyocyte JAK1 kinase activity is required for proper cardiac maturation and homeostasis and is indispensable for STAT3 activation and transcriptional responses to OSM.

## 1. Introduction

Cardiomyocytes sense and respond to extracellular hormones, including cytokines, by signaling through transmembrane receptors that activate intracellular signal transduction pathways [1–3]. Type I and type II cytokine receptors activate intracellular signaling through the Janus kinase (JAK)/signal transducer of activator of transcription (STAT) pathway [4,5]. JAK proteins are tyrosine kinases that are at the nexus of transducing signals from extracellular cytokines by phosphorylating the cytokine receptor to elicit binding and recruitment of STAT proteins followed by JAK-mediated phosphorylation of receptor-recruited STAT proteins to induce their dimerization, nuclear translocation, and transcriptional activity [4–7]. JAK-STAT signaling downstream of the class I interleukin-6 (IL-6) family of glycoprotein 130 (gp130)-containing cytokine receptors in response to gp130 family cytokines such as IL-6, leukemia inhibitory factor (LIF), and oncostatin M (OSM), promotes cardiomyocyte hypertrophy and also confers protection of cardiomyocytes from oxidative damage through STAT3 [8–15]. STAT1 and STAT3 are phosphorylated in response to cytokines and angiotensin-II in cardiac myocytes [12,16] although STAT3 signaling is the principal mediator of pathophysiologic adaptation of the heart to circulating cytokines and is required for pathologic cardiac hypertrophy in response to angiotensin-II or pressure overload [13,17–20]. STAT3 signaling in cardiomyocytes plays roles in regulation of the microtubule cytoskeleton during hypertrophic remodeling [21], inflammatory cell recruitment and protection from cell death in response to ischemia [14,15,22–24], transcriptional responses to β-adrenergic stimulation [25], sarcolemmal stability and resistance to viral infection [26], and promotion of angiogenesis and maintenance of myocardial capillary density [9,27,28].

Notably, although JAK1, JAK2, and TYK2 are all activated in cardiomyocytes in response to mechanical stretch and LIF [12,13], gp130 cytokines that induce cardiomyocyte hypertrophy signal primarily through JAK1 and STAT3 [12,29]. Moreover, JAK1-STAT3 signaling specifically in cardiomyocytes is critical for synthesis and secretion of the cytokine Reg3β that recruits macrophages to the mammalian heart in response to myocardial infarction injury [22] and for myocyte proliferation in the regenerating zebrafish heart [30]. Cardiomyocyte-specific deletion of the other major JAK protein in cardiomyocytes, JAK2, results in dilated cardiomyopathy [31] and treatment with a JAK2-specific inhibitor impairs STAT3 phosphorylation and increases apoptosis in rat hearts in response to acute myocardial infarction [8], indicating essential nonredundant functions for JAK2 signaling in cardiac homeostasis and adaptation to ischemic injury. However, the requirement of cardiomyocyte JAK1 signaling in cardiac physiology has not been directly evaluated in vivo.

Here, we tested the role of cardiomyocyte JAK1 signaling in cardiac homeostasis by generating mice with cardiomyocyte-specific deletion of JAK1 and assessing cardiac structure-function, pathophysiology, and cytokine receptor signaling. Loss of cardiomyocyte JAK1 resulted in dilated cardiomyopathy in aged mice characterized by cardiac hypertrophy, impairment of left ventricular systolic function, and myocardial fibrosis. Importantly, adult cardiomyocytes lacking JAK1 were defective in activating STAT3 and transcriptional reprogramming in response to the cytokine OSM, suggesting the oncostatin M receptor (OSMR) couples exclusively to JAK1 in adult cardiomyocytes. These findings demonstrate indispensable functions for JAK1 signaling in postnatal and adult cardiac maturation and/or function but also suggest JAK1-specific inhibitors, which are widely used in adult patients to treat rheumatoid arthritis and myeloproliferative neoplasms and exhibit a relatively safe cardiac toxicity profile [32–34], could potentially be used to attenuate STAT3-dependent transcription in the stressed heart as a means to antagonize adverse cardiac remodeling.

## 2. Materials and methods

### 2.1. Animals

All animal procedures were approved by the University of Michigan Institutional Animal Care and Use Committee (IACUC, Protocol #PRO00010778) and are in compliance with the Guide for the Care and Use of Laboratory Animals (National Institutes of Health). Mice with cardiomyocyte-specific ablation of *Jak1* were generated by crossing conditionally-targeted mice with LoxP sites flanking exon 2 of *Jak1* [35,36] with hemizygous transgenic mice expressing Cre recombinase under control of the α-myosin heavy chain promoter (*Myh6*-Cre, Jackson Strain #011038, B6N.FVB(B6)-Tg(Myh6-cre)2182Mds/J) [37] to elicit recombination of the *Jak1* locus and specific loss of JAK1 in cardiomyocytes. *Jak1* LoxP-targeted mice were backcrossed to C57/Bl6 at least 14 times before crossing to *Myh6*-Cre mice to generate experimental animals on a pure C57/Bl6 genetic background. Genotyping was performed as described previously [35,37] and both sexes of mice were used in all experiments. Echocardiography was performed to evaluate cardiac structure and function in anesthetized mice using a Visualsonics Vevo FT Imaging System (Fujifilm) at the University of Michigan Physiology Phenotyping Core as described previously [38–40].

### 2.2. Adult cardiomyocyte isolation and culture

Cardiomyocytes were isolated from hearts of 8–10 weeks old mice using the Langendorff-free method as described previously [41] and plated for 3–4 h on laminin-coated dishes or 8-well chamber slides (BD Falcon #354108 or Ibidi #80826) in M199 media (Gibco, #11043–023) containing 5 % fetal bovine serum (FBS, Sigma #F4135), 10 mM 2,3-butanedione monoxime (BDM, Sigma, # B0753), and 1 % penicillin-streptomycin (P/S, Hyclone #SV30010) and then put in fresh serum-free M199 with 0.1 % BSA, 10 mM BDM, 1× insulin-transferrin-selenium (ITS, Invitrogen, # 41400045), 1× CD lipid (Gibco, # 11905–031), and 1 % P/S. The next day, cardiomyocytes were washed in PBS and placed in fresh PBS with or without 10 ng/mL oncostatin M (OSM, R&D Systems, #495-MO, diluted from 100 μg/mL stock in PBS with 0.1 % BSA) for 30 min, then washed in PBS and harvested for generation of cell lysates for Western blotting or fixed for immunocytochemistry as described below. Alternatively, for gene expression analyses cardiomyocytes were treated with 10 ng/mL OSM in serum-free M199 media with 0.1 % BSA, 10 mM BDM, 1× ITS, 1× CD lipid for 16 h and then harvested for RNA isolation as described below.

### 2.3. Histology, immunohistochemistry, and immunocytochemistry

Fresh cardiac tissue was fixed in 4 % paraformaldehyde (Electron Microscopy Sciences) diluted in PBS overnight at 4 °C, dehydrated in ethanol, and processed for paraffin embedding, sectioning, and hematoxylin and eosin (H&E) or picrosirius red (PSR) histological staining at the University of Michigan School of Dentistry Core Histology Laboratory to assess gross histopathology and collagen deposition, respectively, as described [42,43]. Paraffin-embedded midventricular transverse cardiac sections were used for histological analyses and immunohistochemistry. Sections were stained with 0.5 μg/mL Alexa-Fluor-conjugated wheat germ agglutinin (Thermo Fisher Scientific, #W11261) to mark the cell membrane and cross-sectional area and minimum Feret’s diameter quantified from 60 cells per animal from images taken of the left ventricular free wall in ImageJ as described previously [43,44]. Interstitial fibrosis was quantified as the mean fraction of PSR-positive area of six 10×-magnification images taken around the left ventricle and perivascular fibrosis quantified as the mean fraction of PSR-positive area in square regions bounding 2 to 3 coronary vessels from images taken of the left ventricular myocardium.

Immunohistochemistry was performed on deparaffinized cardiac sections as described in detail elsewhere [45,46]. Briefly, following deparaffinization and antigen unmasking by boiling in 10 mM sodium citrate pH 6.0 for 5–10 min (Vector Laboratories, # H-3300), sections were blocked and then immunostained with anti-F4/80 (Cell Signaling Technology, #70076S, 1:100) primary antibody in PBS containing 10 % fetal bovine serum (FBS) [45] or blocked and immunostained with anti-PDGFRα (R&D Systems, #AF1062, 1:100) in Pblec buffer (PBS containing 1 % triton X-100, 1 mM MgCl_2_, 1 mM CaCl_2_, and 0.1 mM MnCl_2_) [46]. For F4/80 staining, sections were washed in PBS, incubated in goat anti-rabbit HRP secondary antibody diluted 1:1000 (Thermo Fisher, #31460), washed in PBS, and HRP signal developed for one hour with DAB Substrate kit (Abcam, #ab64238) followed by counterstaining with Harris Hematoxylin (Fisher Scientific, #SH26–500D) and mounting with Permount mounting media (Fisher Scientific, #SP15–100) as described elsewhere [45]. For PDGFRα primary antibody staining, sections were washed and incubated with donkey anti-goat Alexa Fluor 647-conjugated secondary antibody (Thermo Fisher Scientific, #A21447) diluted 1:1000 for 2 h at room temperature, costained with phalloidin conjugated to Alexa Fluor 568 (Thermo Fisher Scientific, #A12380), and nuclei stained and sections mounted with Fluoroshield with DAPI (Sigma, #F6057). Phalloidin-568 was pseudocolored green and anti-PDGFRα staining pseudocolored red for clarity in images in Fig. 5G.

Immunocytochemistry was performed on isolated cardiomyocytes as described [47,48]. Isolated adult cardiomyocytes were fixed in 4 % paraformaldehyde (Electron Microscopy Sciences) diluted in PBS for 15 min at room temperature followed by blocking in immunocytochemistry buffer (PBS, 5 % goat serum, 1 % BSA, 1 % glycine, 0.2 % triton X-100) for one hour at room temperature and incubation with anti-STAT3 (Cell Signaling Technology, #9139, 1:500) primary antibody diluted in immunocytochemistry buffer overnight at 4 °C. After washing in PBS, cells were incubated with goat anti-mouse Alexa Flour 568 secondary antibody (Thero Fisher Scientific, #A11004) diluted 1:1000 in immunocytochemistry buffer for 2 h at room temperature, washed in PBS, and nuclei stained blue with 4′,6-diamidino-2-phenylindole (DAPI, Invitrogen, #D1306). Bright-field imaging of histological staining and F4/80 immunohistochemistry was performed on a Nikon Microphot-SA. Immunofluorescent imaging of cardiac sections and isolated cardiomyocytes was performed on a Zeiss LSM 880 Airyscan confocal microscope. Manders coefficients for colocalization of the anti-STAT3 and DAPI fluorescent signals in isolated cardiomyocytes were quantified using Image J (NIH) as described previously [48] and normalized to 1.0 in the saline-treated control group in Fig. 2F to account for relative staining intensity differences across experiments.

### 2.4. Western blotting

Western blotting was performed as described previously [40,47,49]. Protein lysates were made from cardiac tissue or isolated adult cardiomyocytes in radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris•HCl pH 7.4, 1 % triton X-100, 1 % sodium deoxycholate, 1 mM EDTA, 0.1 % SDS) with protease and phosphatase inhibitor cocktail consisting of 1 mM AEBSF, 10 μg/mL leupeptin, and 10 μg/mL aprotinin and 2 mM Na_3_VO_4_ (Thermo Scientific, #J60191AD). Cardiac tissue was homogenized using the Bullet Blender Tissue Homogenizer (Next Advance) and cell and tissue lysates were centrifuged at 4 °C to pellet insoluble debris and collect the soluble fraction for protein analyses. Immunoblotting was performed by standard SDS-PAGE and transferring of electrophoresed proteins to polyvinylidene difluoride (PVDF) membranes (Millipore Immobilon-FL, #IPVH00010), blocking with 5 % nonfat dry milk diluted in Tris-buffered saline with 0.1 % Tween-20 (TBST) for one hour at room temperature and incubation with primary antibodies diluted in 5 % milk in TBST overnight at 4 °C. Primary antibodies used for immunoblotting were: JAK1 (Sigma, #06–272, 1:500), JAK2 (Cell Signaling Technology, #3230, 1:500), STAT3 (Cell Signaling Technology, #9139, 1:500), p-Y705-STAT3 (Cell Signaling Technology, #9145, 1:500), α-sarcomeric actin (Sigma, #A2172, 1:20,000), PDGFRα (Cell Signaling Technology, #3174, 1:1000) [50], α-tubulin (Santa Cruz, sc-5286, 1:500), and Gapdh (Fitzgerald, #10R-G109A, 1:50,000). PVDF membranes were then washed with TBST, incubated with IRDye-conjugated secondary antibodies (LI-COR Biosciences) diluted 1:10,000 in 5 % milk in TBST with 0.02 % SDS for 1–2 h at room temperature, and then washed again in TBST prior to imaging and quantification of band intensities on an Odyssey CLx scanner (LI-COR Biosciences).

### 2.5. RNA sequencing

RNA was isolated from cultured adult cardiomyocytes with Trizol reagent (Invitrogen), samples pooled and cleaned up with the RNeasy Mini kit (Qiagen, #74104), and RNA sequencing performed on an Illumina NovaSeq PE150 and mapped to the GRCm39/mm39 reference genome (Novogene). FeatureCounts v1.5.0-p3 was used to quantify fragments per kilobase of transcript sequence per million mapped fragments (fpkm) for each gene and identification of differentially expressed genes with a threshold adjusted *P*-value of 0.05 and absolute fold change of 2 performed using the EdgeR R package (3.22.5) [51,52]. 

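The paper's supplemental table of differentially expressed genes gives, for each gene, the counts of the vehicle and OSM libraries, a log2 fold change and P-values. It lists 565 upregulated and 789 downregulated genes, which are the paper's counts. RNA was pooled before sequencing, so each condition had 1 library, and an edgeR test then needs an assumed dispersion, which the paper's text does not name. The counts in the table equal the deposited counts for all of its genes. edgeR's exact test was run again on the deposited vehicle and OSM counts, over the 19737 genes with at least 2 counts in these libraries together, with an assumed biological coefficient of variation of 0.2. The largest difference in log10 P from the paper's table was 2.02e-06, and 565 genes were upregulated and 790 downregulated. With an assumed coefficient of 0.1, the largest difference in log10 P was 76.4, with 0.3 it was 17.5 and with 0.4 it was 24.3. These settings were tried after the table had been seen.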

KEGG pathway [53] enrichment analysis was performed with Cluster-Profiler R package [54] to identify pathways significantly enriched with differentially upregulated genes in OSM-treated cells (Novogene). The top 10 most-upregulated genes in OSM-treated cells with a minimum expression level of 1.0 fpkm in control vehicle-treated cardiomyocytes are shown in the heat map in Fig. 3C. RNAseq data are available at the NCBI Gene Expression Omnibus (GEO) database with accession number GSE299163.

### 2.6. qPCR

Gene expression was assessed by quantitative real-time polymerase chain reaction (qPCR) as described previously [48]. Total RNA was isolated from ventricular tissue or isolated adult cardiomyocytes using Trizol reagent (Invitrogen) and cDNA synthesis performed with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) as described previously [40]. qPCR reactions were performed with synthesized cDNA, specific primers, and PowerUp SYBR Green Master Mix (Applied Biosystems, 4367659) on a QuantStudio 7 Flex qPCR system (Applied Biosystems). Target gene expression was normalized to *Gapdh* expression levels and quantified with the delta-delta Ct method [55]. Sequences of primers used to quantify *Nppa*, *Nppb*, *Myh7*, and *Gapdh* are published elsewhere [38,40] and other primer sequences used are as follows:

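The qPCR primers printed in this section were searched for in the canonical transcript of each gene in the GENCODE M39 annotation of GRCm39. The printed forward primers of Postn and Nox4 were not found in these transcripts, so no amplicon was obtained for either gene. Jak1 lies on the minus strand of chromosome 4, where its canonical transcript has 25 exons. Exon 2 of that transcript runs from 101050980 to 101051060 and is 81 bases long, of which the last 6 are coding and include the start codon. The Jak1 primer pair gives an amplicon of 187 bp in the transcript. It starts in exon 2 and ends in exon 3, covers part of the UTR and of the coding sequence, and lies between 101048705 and 101051000 in the genome.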

*Jak1* For 5′-TGGACAACCGAATAAATGCAGTATC-3′; Rev. 5′-CGGCTGTATACTCTCCGCTG-3′.

*Stat3* For 5′-CTACCCCGACATTCCCAAGG-3′; Rev. 5′-TATTGCTGCAGGTCGTTGGTG-3′.

*Thbd* For 5′- TAGGGCCCTGGATCGGTTTA-3′; Rev. 5′-CTGGTGTGGTTATCGCCAGT-3′.

*Timp1* For 5′- GCAACTCGGACCTGGTCATAA-3′; Rev. 5′-CGCTGGTATAAGGTGGTCTCG-3′.

*Socs3* For 5′-GGAGATTTCGCTTCGGGACT-3′; Rev. 5′-TCGCTTTTGGAGCTGAAGGT-3′.

*Sprr1a* For 5′-GCTCTTCTCTGAGTATTAGGACCA-3′; Rev. 5′-GTTTTGGGGGCACAAGGTTC-3′.

*Serpinb1a* For 5′-ACCTGCTAAGCAAGAGACTTCA-3′; Rev. 5′-AGATGTTTCCTGTGGGGCTG-3′.

*Vegfa* For 5′-GGCCTCCGAAACCATGAAC-3′; Rev. 

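The Stat3 primers lie in exons 21 to 23 of the 24 exons of the transcript on chromosome 11 and give an amplicon of 140 bp in the coding sequence. Thbd has 1 exon, on chromosome 2, and its amplicon of 103 bp lies in the coding sequence between 148249520 and 148249622. The Timp1 amplicon of 73 bp joins exons 2 and 3 of the gene on the X chromosome, between 20737387 and 20739073. Socs3 has 2 exons on chromosome 11, and its amplicon of 199 bp joins them. The amplicon of Sprr1a, 148 bp on chromosome 3, also joins exons 1 and 2, as does that of Serpinb1a, 109 bp on chromosome 13 between 33034305 and 33035140. The Vegfa amplicon of 90 bp lies in the coding sequence of exons 1 and 2 on chromosome 17. Each of these forward primers was found 1 time in its transcript.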

5′-GCCTGGGACCACTTGGC-3′.

*Postn* For 5′-CTGCTTCAGGGAGACACACC-3′; Rev. 5′-TCTGGCCTCTGGGTTTTCAC-3′

*Nox4* For 5′-CCAAATGTTGGGCGATTGTGT-3′; Rev. 5′-CAGGACTGTCCGGCACATAG-3′.

*Ccl2* For 5′- AGCCAACTCTCACTGAAGCC-3′; Rev. 5′-GCGTTAACTGCATCTGGCTG-3′.

### 2.7. Statistical analyses

Data in histograms are presented as the mean value ± the standard error of the mean. Statistical analyses were conducted using GraphPad Prism 10 and significance testing was performed as described in the figure legends.

## 3. Results

### 3.1. Generation of Jak1 conditional deletion mice

To interrogate the functions of JAK1 signaling in adult cardiomyocytes, we generated mice with cardiomyocyte-specific loss of JAK1 by crossing mice containing a conditional null *Jak1* allele with LoxP sites flanking exon 2 [35,36] to transgenic mice expressing Cre recombinase driven by the α-myosin heavy chain (α-MHC) promoter (*Myh6*-Cre) [37] (Fig. 1A). Immunoblotting total cardiac lysates revealed a significant reduction in JAK1 protein levels (Fig. 1B, C) but no alteration in JAK2 protein levels (Fig. 1B, D) in hearts of *Jak1*^fl/fl; *Myh6*-Cre^ (*Jak1*^cKO^) mice compared to *Jak1*^fl/fl^ controls. Isolation of adult cardiomyocytes followed by qPCR and Western blotting revealed a complete loss of *Jak1* mRNA (Fig. 1E) and JAK1 protein (Fig. 1F) expression, respectively, in *Jak1*^cKO^ cardiomyocytes, confirming ablation of JAK1.

### 3.2. Defective STAT3 signaling in JAK1-deficient cardiomyocytes

To evaluate the necessity for JAK1 for STAT3 activation and transcriptional activity, we isolated and cultured adult ventricular cardiomyocytes (ACMs) from *Jak1*^fl/fl^ control or *Jak1*^cKO^ mice for assessment of STAT3 phosphorylation and nuclear translocation in response to stimulation with the cytokine OSM (Fig. 2A). Immunoblotting revealed that *Jak1*-deleted ACMs were completely resistant to phosphorylation of STAT3 in response to OSM (Fig. 2B, C), indicating JAK1 is required for activation of STAT3 in response to OSMR stimulation. Total STAT3 protein levels were also substantially reduced in *Jak1*-deleted ACMs regardless of stimulation (Fig. 2B, D), concomitant with downregulation of *Stat3* transcript levels (Fig. 2E), suggesting some potential feedback mechanism to downregulate STAT3 in the absence of JAK1. Moreover, *Stat3* mRNA levels were significantly upregulated in control ACMs in response to OSM (Fig. 2E). Immunocytochemistry revealed robust nuclear translocation of STAT3 in response to OSM in *Jak1*^fl/fl^ control ACMs whereas *Jak1*-deleted ACMs were completely resistant to OSM-induced STAT3 nuclear translocation (Fig. 2F, G). Importantly, ACMs isolated from *Myh6*-Cre transgenic control mice exhibited robust phosphorylation and nuclear translocation of STAT3 in response to OSM stimulation (Supplemental Fig. S1A–D), indicating loss of JAK1 underlies defective STAT3 signaling and that JAK1 has an indispensable role in cytokine-stimulated activation of STAT3 in adult cardiomyocytes.

### 3.3. JAK1 is required for cytokine-induced transcriptional reprogramming in cardiomyocytes

Given the remarkable necessity of JAK1 for phosphorylation and nuclear translocation of STAT3 in ACMs in response to OSM stimulation (Fig. 2B, C, F, G), we set out to determine the role of JAK1 in STAT3-dependent transcription and cytokine-induced transcriptional reprograming. To identify physiologic transcriptional targets activated downstream of OSM and putative effectors of JAK1-STAT3 signaling in myocytes, we treated ACMs in culture with OSM and performed RNA sequencing (RNAseq) (Fig. 3A). 

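The RNAseq data comprised 3 libraries, 1 from vehicle-treated ACMs, 1 from OSM-treated ACMs and 1 from ACMs treated with human IL-6, a cytokine that also signals through gp130. ACMs are ventricular cardiomyocytes isolated from the heart of adult mice, here 8 to 10 weeks old, and kept in culture. The sample labels give 10 ng/mL and 16 h for both cytokines. The paper describes the vehicle and OSM arms, and the dose and time of IL-6 come from the labels. With 1 library per condition there are no replicates, and no difference between libraries has a replicate check. The authors deposited the number of fragments that featureCounts assigned to each of 56748 genes, without normalization, and the fpkm made from these counts. The counts sum to 24939980 for vehicle, 26362446 for IL-6 and 30773001 for OSM. The counts were scaled with edgeR's TMM factors, and the 15537 genes with at least 10 counts in the vehicle and OSM libraries together were compared. Each ratio was given the 95% Clopper-Pearson interval of its counts, which covers counting error only, because PCR reads without molecular identifiers are not independent molecules. A gene was called higher or lower when the whole interval lay beyond 2-fold. By this rule, 581 genes were higher and 844 were lower in OSM-treated than in vehicle-treated ACMs. In proportion, the alternative that moved these numbers most was edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.4. It left 43 higher and 11 lower genes. Calls by the point estimate without an interval moved them furthest upward, to 1565 higher and 2034 lower genes. Compared with the IL-6 library in place of vehicle, over 15544 genes, 659 were higher and 843 lower with OSM. Of the 581 higher genes, 358 (61.6%) were also higher than with IL-6, and of the 844 lower genes, 465 (55.1%) were also lower. Both comparisons use the same OSM library. With simulated IL-6 libraries that did not differ from vehicle, these shares were 79.0% and 68.6% at a BCV of 0.1 and 66.1% and 58.9% at 0.2. At 0.4 they were 51.8% and 49.5%, so that the observed shares lie between those at 0.2 and 0.4. These runs redrew all 3 libraries, so that their OSM calls differ from the observed ones, with 772 higher and 1192 lower at 0.2. With an unchanged OSM library as well, 2.15 and 4.30 genes were shared at 0.2, and 236 and 321 at 0.4.

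**Figure D1:**
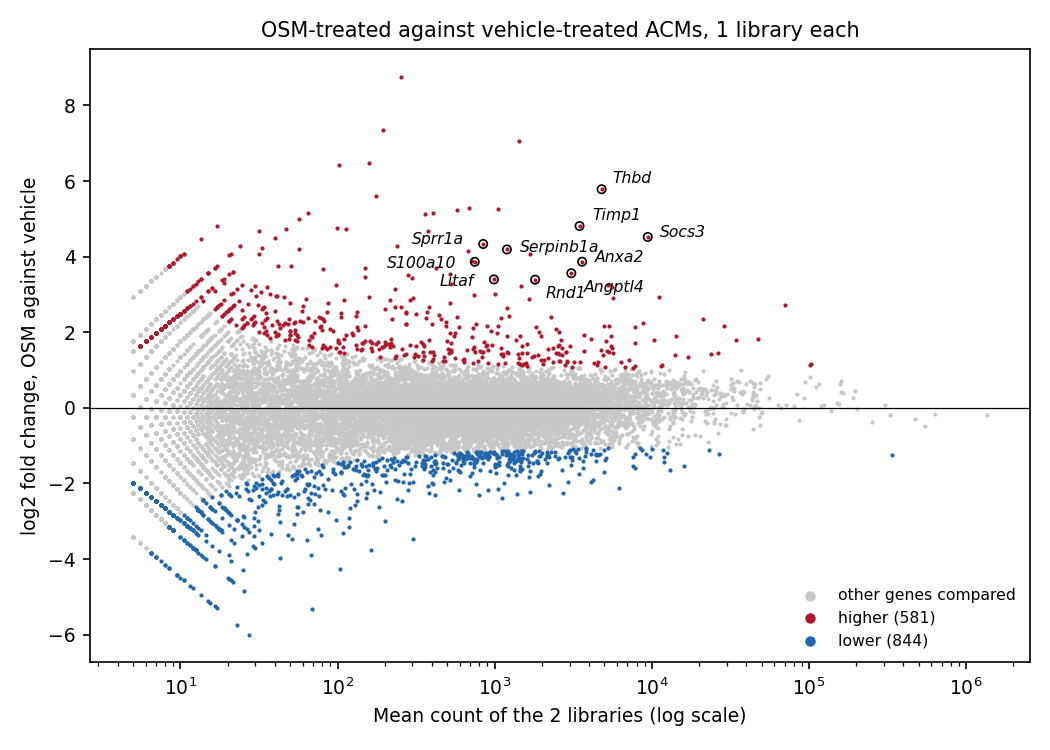
Log2 fold change of each compared gene in OSM-treated against vehicle-treated ACMs (vertical axis) against its mean count in the 2 libraries (horizontal axis, log scale), 1 point per gene. Red points are the 581 higher genes, blue points the 844 lower genes and grey points the other genes; genes with 0 counts in a library are drawn at their value against 3 counts. Circles mark the 10 genes of Fig. 3C, of which Thbd lies highest.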

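KEGG gene sets were not used here, and genes were grouped by symbol into fixed lists. A list of 107 cytokine and chemokine genes, whose pattern of symbols also takes in the receptor genes Il1r1 and Il7r, had 34 members with enough counts to be compared. Of these, 7 were higher with OSM and 1, the receptor gene Il7r, was lower, where 581 of all 15537 compared genes were higher. Ccl2 had 14 counts with vehicle and 60 with OSM, a log2 fold change of 1.86 (95% counting interval 1.00 to 2.81). Il6 rose from 4 to 42 counts and Il33 from 6 to 55. Ccl7 had 0 counts with vehicle and 38 with OSM, at least 10.7-fold higher against a floor of 3 counts per library. The median log2 fold change of the list was -0.01, at percentile 64.1 of 10000 random lists of the same size matched on mean expression. Among 96 cytokine and chemokine receptor genes, 38 were compared, of which 6 were higher and 3 lower (median -0.02, percentile 46.0). The lower ones had few counts: Cxcr6 (49 to 4), Cxcr5 (15 to 2) and Il7r (12 to 0, with 0 in the IL-6 library too). Cxcr6 overlaps Fyco1 (11198 to 4380 counts) and Cxcr5 overlaps Bcl9l (643 to 344), both on the opposite strand, so that their falls are uncertain. Osmr, which encodes the OSM receptor subunit, rose from 1023 to 2929 counts, a log2 fold change of 1.28 (1.17 to 1.38). The JAK-STAT list had 28 compared members, of which Socs3, Cish and Osmr were higher and none was lower (median -0.06, percentile 22.8, but 73.2 among random lists matched on gene length as well). A list of 30 STAT3 target genes, which shares Socs3, Stat3, Il6st, Osmr and Pim1 with the JAK-STAT list and also holds Timp1 and Ccl2, had 21 compared members. In it, 13 genes were higher, 0 were lower and the median of 1.43 lay above every random list. The interferon response list of 25 genes had a median of 0.17 (percentile 79.8), with 0 members higher and 2 lower. These were Ifit1, which fell from 94 to 16 counts, and Ifit2, which fell from 115 to 28. With the match on gene length, chosen after the results had been seen, the other lists lay at percentile 64.6 (cytokines and chemokines), 59.5 (their receptors), 100 (STAT3 targets) and 82.2 (interferon response). Against the IL-6 library, the cytokine and chemokine list had 3 members higher and 3 lower of 38 compared (median 0.30, percentile 93.5). Il6 and Il33, with 0 and 4 counts with IL-6, were higher there too. Ccl2, with 29 counts with IL-6, had a log2 fold change of 0.91 (0.25 to 1.60) and Ccl7, with 10, of 1.78 (0.75 to 2.95), and neither passed 2-fold with its whole interval. The receptor list had 5 higher and 0 lower (median 0.11, percentile 80.9), the JAK-STAT list 5 higher and 0 lower (-0.11, percentile 13.7, and 58.0 with the match on length) and the STAT3 targets 12 higher and 0 lower (1.33, percentile 100). The median of the interferon response list had the opposite sign, -0.26 at percentile 17.3, with 0 higher and 3 lower.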

Most notably, unbiased KEGG pathway analysis revealed a significant enrichment of upregulated genes in OSM-treated ACMs in biological processes related to inflammation and immune response (Fig. 3B). Amongst the most upregulated genes in ACMs in response to OSM treatment was *Socs3* (Fig. 3C), a negative feedback regulator of JAK-STAT signaling and prototypical hallmark cytokine-inducible STAT3 target gene [56,57]. 

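Socs3 (ENSMUSG00000053113) lies on the minus strand of chromosome 11 of GRCm39, from 117856905 to 117860873 in the authors' annotation. It had 670 counts (9.16 fpkm) with vehicle and 18194 counts (211 fpkm) with OSM, a log2 fold change of 4.52 (4.41 to 4.63) or 23.0-fold. Over the other scalings, the prior count, thinning to equal totals and the authors' fpkm, its log2 fold change stayed between 4.46 and 4.55. In IL-6-treated ACMs it had 646 counts. Among the other feedback regulators of the SOCS family, Cish rose from 151 to 617 counts, a log2 fold change of 1.79 (1.53 to 2.06), and Socs2 from 315 to 595, a log2 fold change of 0.68 (0.48 to 0.88). No other place in the genome holds a copy of the Socs3 transcript at 97% identity or more (0% of its bases).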

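Of the 844 genes lower with OSM, 600 were annotated by the authors as protein-coding, a share of 71.1% (95% Clopper-Pearson interval 67.9 to 74.1). Another 163 were lncRNA genes (19.3%, 16.7 to 22.1) and 33 were processed pseudogenes (3.91%). Protein-coding genes made up 81.8% of all compared genes and lncRNA genes 9.44%. Among the 581 higher genes, 482 were protein-coding (83.0%, 79.7 to 85.9) and 60 were lncRNA genes. The share of protein-coding genes among the lower genes moved most under the 4-fold rule of the alternatives set in advance, to 54.3% of 129 lower genes, beside 127 higher genes. In the paper's supplemental table, by the paper's own calls, 548 of the 789 downregulated genes are protein-coding (69.5%) and 159 are lncRNA genes. The median count of the 844 genes was 86.5 with vehicle and 20 with OSM, and 464 of them had under 100 counts on average over the libraries. Among the lower genes with at least 1 fpkm with OSM, the 5 with the largest fold were ENSMUSG00000120081, Gm25047, Gm4786, ENSMUSG00000120229 and Uprt. The lncRNA gene ENSMUSG00000120081 fell from 546 to 58 counts, a log2 fold change of -3.48 (-3.89 to -3.08). Gm25047, an snRNA gene, fell from 35 to 6 counts and Gm4786, a processed pseudogene, from 308 to 59. Uprt, the protein-coding gene among them, fell from 423 to 91 counts, a log2 fold change of -2.46 (-2.80 to -2.13). The lower genes were also longer, with a median gene length of 8124 bases for the protein-coding ones, against 3387 bases for the protein-coding higher genes. Over the 9441 protein-coding genes with at least 100 counts on average, the log2 fold change fell with gene length (Spearman's rho -0.52 across genes, which are not independent replicates). The shortest eighth of these genes had a median log2 fold change of 0.47 and the longest eighth of -0.56.

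**Figure D2:**
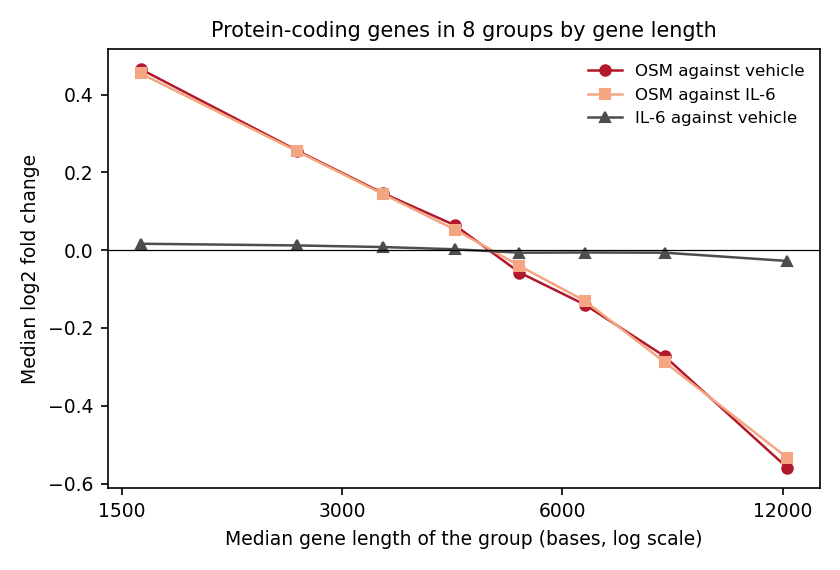
Median log2 fold change (vertical axis) of the protein-coding genes with at least 100 counts on average, in 8 groups by gene length, against the median length of the group in bases (horizontal axis, log scale); lines join the groups of each pair of libraries. OSM against vehicle goes from 0.47 in the shortest to -0.56 in the longest group, OSM against IL-6 from 0.45 to -0.53, and IL-6 against vehicle from 0.02 to -0.03.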

There were relatively few downregulated genes in OSM-stimulated ACMs with most downregulated transcripts predicted to be noncoding (Supplemental Data File 1). Many of the genes most substantially upregulated by OSM stimulation, including *Socs3*, are involved in inflammation, fibrosis, or tissue injury responses (Fig. 3C, Supplemental Data File 1). 

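Of 25 fibrosis and extracellular matrix genes listed, 24 were in the count table and 20 had enough counts to be compared. They had a median log2 fold change of 0.49 at percentile 98.9 of the matched random lists. The members higher beyond 2-fold were Timp1 and Thbs4, and 0 were lower. Against the IL-6 library the median of 19 compared members was 0.23 at percentile 87.4, inside the random lists, with 4 higher and 1 lower. Thbs4, which encodes thrombospondin 4, rose from 114 to 929 counts, a log2 fold change of 2.79 (2.50 to 3.08). Among genes of the acute phase and injury response, Lcn2 rose from 95 to 651 counts (log2 fold change 2.54, 2.22 to 2.86) and Cebpd from 61 to 1288 (4.16, 3.79 to 4.55). Cebpd overlaps Spidr on the opposite strand, which had 62 and 78 counts. Of the genes in Fig. 3C, Anxa2 had 395 counts with vehicle and 6813 with OSM, and S100a10, which encodes its binding partner, had 82 and 1412. Their log2 fold changes were 3.87 (3.72 to 4.02) and 3.86 (3.54 to 4.20), a difference within the counting error. Angptl4 rose from 411 to 5741 counts (3.56, 3.42 to 3.71), Litaf from 147 to 1832 (3.40, 3.15 to 3.65) and Rnd1 from 270 to 3350 (3.39, 3.21 to 3.58). Litaf overlaps Snn on the opposite strand, which had 684 counts with vehicle and 676 with OSM, and the sources used here do not state whether the counting used the strand. Copies elsewhere in the genome at 97% identity cover 14.5% of the canonical GENCODE M39 transcript of S100a10, 6.29% of that of Rnd1 and 2.12% of that of Angptl4. They cover none of those of Anxa2 and Litaf. The copies lie at 121974 places for S100a10, 33223 for Angptl4 and 247 for Rnd1. That S100a10 transcript has 3419 bases, against a gene length of 1212 in the authors' annotation, so that a part of it was not counted.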

Most robustly induced by OSM treatment in ACMs were transcripts encoding thrombomodulin, a vascular endothelial cell surface glycoprotein involved in coagulation whose mRNA levels have been reported to be induced in cardiomyocytes by mechanical stretch [58], and TIMP-1, a matrix metalloproteinase inhibitor associated with fibrotic remodeling in the heart [59,60]. 

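Thrombomodulin is encoded by Thbd (ENSMUSG00000074743), a gene with 1 exon on the minus strand of chromosome 2, from 148246386 to 148250108. Its counts rose from 145 with vehicle (1.54 fpkm) to 9450 with OSM (85.0 fpkm), a log2 fold change of 5.78 (5.55 to 6.03) or 55.1-fold. Timp1 (ENSMUSG00000001131) lies on the X chromosome from 20736405 to 20740974. It had 203 counts with vehicle (9.04 fpkm) and 6739 with OSM (254 fpkm), a log2 fold change of 4.81 (4.61 to 5.02) or 28.1-fold. The intervals of the log2 fold changes of these genes do not overlap. With IL-6, Thbd had 165 counts and Timp1 178. Over the other scalings, the prior count, thinning to equal totals and the authors' fpkm, the log2 fold change of Thbd lay between 5.72 and 5.82. That of Timp1 lay between 4.75 and 4.84. These ranges leave out the removal of the trend on gene length, under which Socs3 ranked above Timp1. The paper performed the RNAseq to identify targets downstream of OSM and putative effectors of JAK1-STAT3 signaling, and from it states that these transcripts were the ones OSM induced most in ACMs.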

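Sprr1a (ENSMUSG00000050359) lies on the minus strand of chromosome 3, from 92391259 to 92393202, and had 68 counts with vehicle (3.34 fpkm) and 1623 with OSM (67.4 fpkm). Its log2 fold change was 4.34 (3.99 to 4.71), or 20.2-fold. Serpinb1a (ENSMUSG00000044734) lies on the minus strand of chromosome 13, from 33026075 to 33035168. It rose from 106 to 2289 counts (1.82 to 33.3 fpkm), a log2 fold change of 4.19 (3.91 to 4.49) or 18.3-fold. The order of these genes is not resolved by the counts, since each interval holds the other gene's value. Serpinb1a has paralogs with which reads could have been shared. A copy at 97% identity covers 8.86% of its transcript and copies at 90% identity cover 31.5%, and the paralogs Serpinb1b and Serpinb1c had 25 and 18 counts with OSM. In IL-6-treated ACMs, Sprr1a had 48 counts and Serpinb1a 107.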

OSM stimulation of ACMs also potently induced transcripts encoding small proline-rich protein 1A (SPRR1A), which is upregulated in cardiomyocytes by the gp130 family cytokine LIF and promotes cardiomyocyte apoptosis and maladaptive remodeling in response to myocardial infarction [61,62], and SerpinB1, a serine protease inhibitor involved in immune responses [63].

To determine if JAK1 is required for transcriptional reprogramming of these target genes in cardiomyocytes in response to OSM stimulation, we evaluated mRNA levels of these top 5 OSM-induced genes by qPCR in ACMs isolated from hearts of *Jak1*^cKO^ mice and *Myh6*-Cre or *Jak1*^fl/fl^ controls with or without OSM stimulation. Remarkably, while transcript levels of *Thbd* (Fig. 3D), *Timp1* (Fig. 3E), *Socs3* (Fig. 3F), *Sprr1a* (Fig. 3G), and *Serpinb1a* (Fig. 3H) were all increased orders of magnitude by OSM treatment in ACMs isolated from *Myh6*-Cre and *Jak1*^fl/fl^ control hearts, *Jak1*^cKO^ ACMs were refractory to upregulation of these target genes, indicating JAK1 is required for OSM-stimulated transcriptional responses. 

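Vegfa (ENSMUSG00000023951) lies on the minus strand of chromosome 17, from 46327919 to 46343295. The RNAseq libraries gave it 3152 counts with vehicle (29.1 fpkm), 3446 with IL-6 (29.7 fpkm) and 3089 with OSM (24.1 fpkm). Its log2 fold change with OSM was -0.27 (-0.34 to -0.20), which is beyond the counting error, within 2-fold and without a replicate check. The protein-coding genes of similar length, 3831 to 4714 bases, had a median of 0.06. Vegfa is absent from the paper's supplemental table of differentially expressed genes.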

Importantly, transcript levels for vascular endothelial growth factor (*Vegfa*), a STAT3 target gene in cardiomyocytes [9,27] that was not induced by OSM treatment in ACMs (Supplemental File 1), were not altered in ACMs by OSM treatment or loss of JAK1 as assessed by qPCR (Fig. 3I), revealing specificity for JAK1 kinase activity in facilitating STAT3-dependent transcriptional reprogramming of cardiomyocytes in response to OSM. Moreover, although studies herein were not sufficiently powered to detect a significant difference, all of the OSM-inducible target genes tested had lower expression levels in unstimulated *Jak1*^cKO^ ACMs compared to *Myh6*-Cre and *Jak1*^fl/fl^ control ACMs in all biological replicates assayed (Fig. 3D–H), suggesting potential JAK1-dependent regulation of these transcriptional targets in cardiomyocytes in the absence of cytokine stimulation as well.

### 3.4. Cardiomyocyte-specific loss of JAK1 results in dilated cardiomyopathy

To determine the necessity of JAK1 for cardiac homeostasis, we evaluated cardiac-structure function by serial echocardiography in *Jak1*^cKO^ mice with cardiomyocyte-specific loss of JAK1 compared to *Jak1*^fl/fl^ controls and *Jak1*^+/+; *Myh6*-Cre^ (*Myh6*-Cre) control mice containing the Cre transgene but not the LoxP-targeted *Jak1* allele. *Jak1*^cKO^ mice are phenotypically normal at 2 months of age (Fig. 4A–D, Supplemental Table S1) but develop dilated cardiomyopathy by 6 months of age (Fig. 4E–I, Supplemental Table S2). No changes in left ventricular (LV) wall thickness were observed in *Jak1*^cKO^ mice compared to control genotypes (Fig. 4A, E) but LV dilation occurred by 6 months of age (Fig. 4F) and was accompanied by significant impairment of systolic function (Fig. 4G–I, Supplemental Table S2), revealing dilated cardiomyopathy in aged mice with cardiomyocyte-specific loss of JAK1. JAK2 protein levels were not altered in hearts of *Jak1*^cKO^ mice at 6 months of age (Supplemental Fig. S2) when functional decompensation is observed due to *Jak1* deletion (Fig. 4). H&E-staining of cardiac sections revealed substantial cardiac enlargement and LV dilation in *Jak1*^cKO^ mice at 8 months of age (Fig. 5A). Cardiac hypertrophy was confirmed in *Jak1* cardiomyocyte-deleted mice at 8 months of age (Fig. 5B, Supplemental Fig. S3A–D).

*Myh6*-Cre transgenic control mice used here are known to develop a cardiac phenotype with age [64]. Although the dilated cardiomyopathy phenotype observed with cardiomyocyte loss of JAK1 was not present in *Myh6*-Cre controls at 6 months of age (Fig. 4, Supplemental Table S2) nor was cardiac hypertrophy observed at the whole organ level at 8 months of age (Fig. 5B, Supplemental Fig. S3B) compared to *Jak1*^fl/fl^ controls, we did observe an increase in cardiomyocyte size in *Myh6*-Cre hearts at 8 months of age, albeit not to the same extent as cardiomyocytes of *Jak1*-deleted hearts (Supplemental Fig. S3A, C–D). Molecular markers of pathologic cardiac growth, such as expression of the hypertrophic marker genes *Myh7*, *Nppa*, and *Nppb* (Supplemental Fig. S3E–G) were similarly upregulated in *Myh6*-Cre transgenic and *Jak1*^cKO^ hearts compared to *Jak1*^fl/fl^ controls, indicating Cre toxicity drives part of the maladaptive cardiac phenotype observed in *Jak1*^cKO^ mice.

### 3.5. Interstitial fibrosis in hearts of aged mice lacking cardiomyocyte JAK1

To further probe cardiac pathology and adverse cardiac remodeling due to cardiomyocyte-specific loss of JAK1 we examined cardiac fibrosis in aged *Jak1* conditionally-deleted mice. Picrosirius red (PSR) staining of cardiac sections revealed substantial interstitial cardiac fibrosis in *Jak1*^cKO^ mice at 8 months of age not observed in control genotypes (Fig. 5C, D). Perivascular fibrosis, however, was not altered in the heart by cardiomyocyte deletion of *Jak1* at 8 months of age (Supplemental Fig. S4A, B). Upregulation of the myofibroblast marker *Postn* [65] (Fig. 5E), and the cardiac fibroblast-enriched gene *Nox4* [66] (Fig. 5F) was also observed in aged *Jak1*-deleted hearts. Immunohistochemistry for the cardiac fibroblast marker platelet-derived growth factor (PDGFRα) [50] in 8 months old mice revealed fibroblast expansion in *Jak1*^cKO^ hearts relative to controls (Fig. 5G). Cardiac fibroblast content was more carefully probed in *Jak1*-conditionally deleted hearts by immunoblotting for PDGFRα, revealing elevated PDGFR*α* protein levels in aged hearts lacking cardiomyocyte JAK1 (Fig. 5H–K). The *Myh6*-Cre transgene has been reported to induce cardiac fibrosis with aging [64] and although here we did not observe significant alterations in cardiac fibrosis in *Myh6*-Cre mice by histochemical PSR staining compared to *Jak1*^fl/fl^ controls at 8 months of age (Fig. 5C, D, Supplemental Fig. S4A, B), we did observe increased PDGFRα protein levels in *Myh6*-Cre transgenic hearts at 8 months of age compared to *Jak1*^fl/fl^ controls, albeit to a significantly lesser extent than *Jak1*^cKO^ hearts (Fig. 5I, K). Importantly, PDGFRα protein levels were significantly induced in *Jak1*^cKO^ hearts at 6 months of age prior to any observed increase of PDGFRα levels in *Myh6*-Cre transgenic hearts (Fig. 5H, J), indicating loss of JAK1 accelerates cardiac fibroblast expansion and fibrotic remodeling in comparison to expression of the *Myh6*-Cre transgene alone. By 8 months of age, *Myh6*-Cre transgenic hearts did exhibit increased PDGFRα protein levels compared to *Jak1*^fl/fl^ controls, however induction of PDGFRα levels was significantly greater yet in *Jak1*^cKO^ hearts (Fig. 5G, I, K). Markers of inflammation, such as F4/80^+^ macrophages as detected by immunohistochemistry (Supplemental Fig. S5A, B) and transcript levels of the chemokine *Ccl2* (Supplemental Fig. S5C) were similarly elevated in *Myh6*-Cre and *Jak1*^cKO^ hearts compared to *Jak1*^fl/fl^ controls at 8 months of age, suggesting inflammation in aged *Jak1*^cKO^ hearts is largely due to cardiotoxicity from chronic cardiomyocyte expression of Cre recombinase [64]. Taken together, these data indicate chronic loss of JAK1 in cardiac myocytes results in cardiac maladaptation characterized by systolic dysfunction, dilative remodeling, and interstitial fibrosis.

## 4. Discussion

We report that JAK1 signaling downstream of sarcolemmal cytokine receptors is required for proper physiology and function of the adult heart. Germline deletion of *Jak1* in mice is perinatally lethal [67] precluding analysis of the role of JAK1 in the adult heart. Here we found that perinatal loss of JAK1 in cardiomyocytes is detrimental, with dilated cardiomyopathy developing in cardiomyocyte *Jak1*-deleted mice by 6 months of age. Cardiomyopathy in *Jak1*-deficient hearts is characterized by left ventricular dilation, systolic dysfunction, and substantial cardiac fibrosis. Indispensable roles for JAK1 in cardiomyocyte signaling are not unexpected given the preponderance of evidence supporting roles for type I and type II cytokine receptors and signaling through STAT3 in cardiac physiology and adaptation to stress. Mice with whole-body deletion of OSMR or cardiomyocyte-specific loss of the gp130 cytokine receptor in cardiomyocytes develop severe dilated cardiomyopathy in response to pressure overload [68,69]. Transgenic overexpression of STAT3 in cardiomyocytes results in cardiac hypertrophy but confers protection from cardiomyopathy in response to doxorubicin [10] whereas loss of STAT3 causes dilated cardiomyopathy in aged mice and exacerbates doxorubicin-induced cardiotoxicity [70]. Thus, cytokine receptor signaling through JAK1 in the unstressed heart and downstream STAT3-dependent transcriptional programs in cardiomyocytes, even in the absence of overt stress or myocardial injury, are essential for proper cardiac homeostasis.

Conditional deletion of *Jak2* in cardiomyocytes results in dilated cardiomyopathy [31], similar to the phenotype reported here for conditional loss of *Jak1*, indicating indispensable and nonredundant functions for both JAK1 and JAK2 in cardiac myocytes. Indeed, JAK1 and JAK2 could have nonoverlapping functions in transducing signals from distinct cytokine receptors in cardiomyocytes to encode specificity for activation of STAT3-dependent transcription in response to unique cytokines in the circulation. Notably, cardiomyocyte deletion of *Jak2* resulted in a reduction of STAT3 phosphorylation as detected in total cardiac lysates of unstressed adult mice [31] whereas with deletion of *Jak1* we observed a reduction in total STAT3 levels in cardiomyocytes at baseline and complete abrogation of STAT3 phosphorylation, nuclear translocation, and induction of target genes in response to OSM. Thus, JAK2 may be responsible for more tonic cytokine receptor signaling and basal activation of STAT3 in cardiomyocytes while JAK1 may mediate more adaptive STAT3 signaling in response to increasing circulating levels of stress-inducible cytokines such as OSM or IL-6.

Consistent with a stress-responsive role for JAK1 kinase activity in cardiomyocytes, we identified novel OSM-inducible genes in adult cardiac myocytes as potential effectors of JAK1-STAT3 in cardiac stress adaptation. Moreover, JAK1 but not JAK2 is essential for STAT3-dependent transcription, synthesis, and secretion of the cytokine Reg3β by cardiomyocytes in response to OSM that aids in the recruitment of immune cells to the infarcted heart [22]. These data collectively suggest JAK1 is necessary for the activation of STAT3 signaling and transcriptional reprogramming in adult cardiomyocytes in response to OSM, which is elevated in the circulation of heart failure patients [71,72] and is critical for adaptation of the heart to acute injury and chronic stress [69,73]. Here, we demonstrate a requisite role for JAK1 activity in cardiomyocyte sensing and responding to OSM that is predominantly released into the circulation by immune cells [74], which has implications for intercellular communication and cardiac adaptation not only to myocardial infarction and heart failure but also the cardiac response to a myriad of chronic diseases and other conditions associated with inflammation.

OSMR and JAK1 signaling play critical roles in the developing heart and in cardiomyocyte dedifferentiation and proliferative capacity [30,73,75] as well that could contribute to the DCM phenotype we observe in adult mice with perinatal loss of cardiomyocyte JAK1. Indeed, OSMR signaling maintains cardiomyocytes in a dedifferentiated state that renders them more plastic and amenable to cell cycle reentry in the developing and injured heart [30,73,75] and aberrant cardiomyocyte maturation due a deficit in JAK1 signaling could impact postnatal cardiac development and maturation that could be cardiomyopathic in adulthood. In the context of cardiac hypertrophy, inhibition of STAT3 signaling is generally protective [13,17–20], suggesting antagonizing JAK1 signaling in adulthood may even be antihypertrophic and cardioprotective. Significantly, OSMR deletion protects from dilated cardiomyopathy in muscle LIM protein (MLP) knockout mice [73] which, coupled with data herein demonstrating an explicit requirement for JAK1 in cytokine-induced STAT3 activation, nuclear translocation, and transcriptional reprogramming, suggests JAK1 signaling contributes to maladaptation in certain forms of heart disease. Notably, although JAK1 is indispensable for induction of OSM-inducible target genes in ACMs such as *Socs3*, *Timp1*, and *Sprr1a*, JAK1 is not required to maintain expression of *Vegfa*, a STAT3 target gene induced by the gp130 cytokine LIF in cardiomyocytes [9,27], nor is *Vegfa* expression increased by OSM treatment, suggesting specificity of gp130 family cytokine receptor signaling in coupling to specific JAK proteins and downstream STAT3-dependent gene programs. All together, these data uncover JAK1 activity as a nexus in cardiomyocyte sensing OSM and transducing intracellular signaling to elicit transcription of target genes that likely contribute to cardiac stress adaptation and remodeling of the heart in the presence of circulating cytokines. JAK inhibitors are widely used to treat autoimmune and inflammatory conditions, most notably rheumatoid arthritis [6], as well as to alleviate cytokine storm in critically-ill COVID19 patients [6,76–78], suggesting treatment with JAK1 specific inhibitors may even attenuate STAT3-dependent hypertrophy, cytokine production, and immune cell recruitment that could alleviate excessive inflammation and reduce adverse cardiac remodeling in the stressed adult heart. Future studies with inducible cell-type specific deletion of *Jak1* in adult mice will help uncover the translational potential of targeting JAK1 in cardiac hypertrophy and failure.

## Supplementary Material

Supplemental Material S1 Uncropped Blots

Supplemental Table S1

Supplemental Table S2

Supplemental Material S2 Figs S1-S5

Supplemental Material S3

Supplementary data to this article can be found online at https://doi.org/10.1016/j.yjmcc.2025.07.017.

## Figures and Tables

**Fig. 1.**
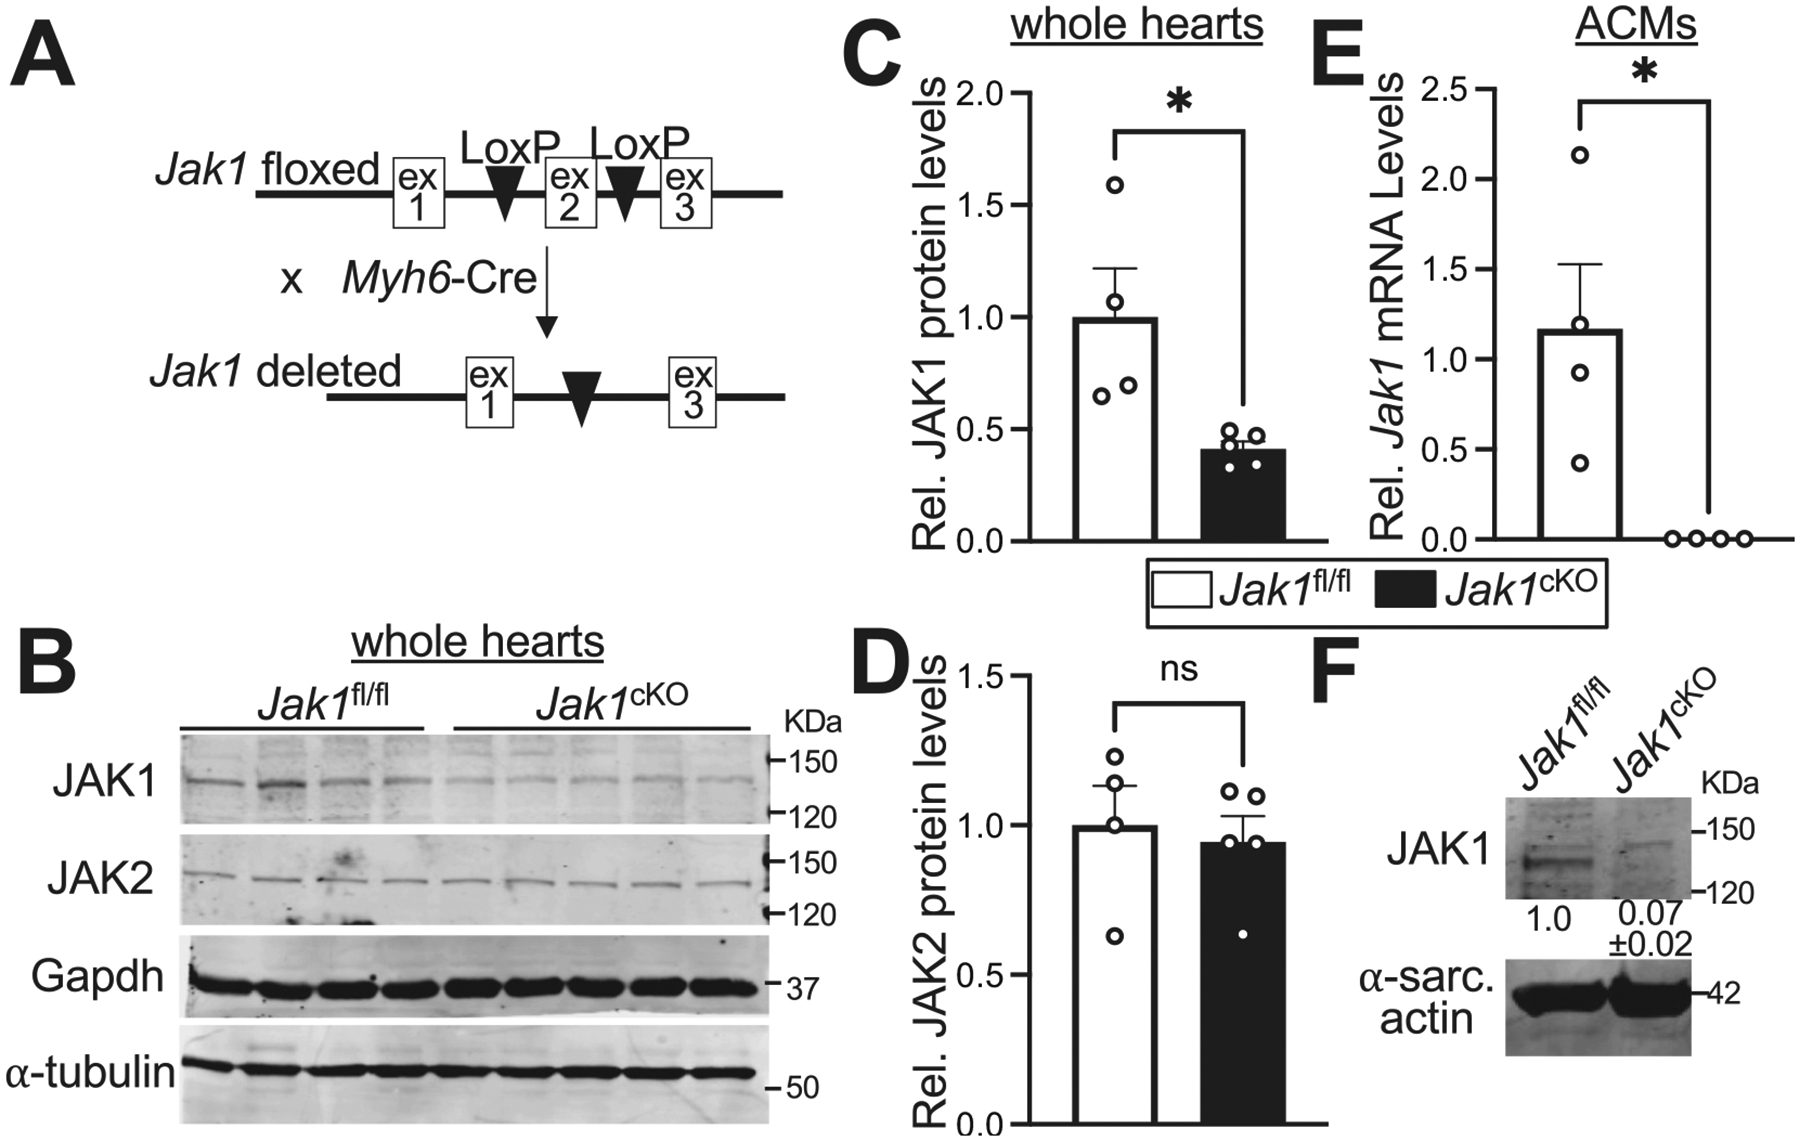
Cardiomyocyte-specific deletion of *Jak1*. (A) Schematic of breeding scheme to generate mice lacking JAK1 in cardiomyocytes by crossing mice harboring a conditional null allele for *Jak1* to α-MHC-Cre (*Myh6*-Cre) hemizygous transgenic mice to produce *Jak1*^fl/fl, *Myh6*-Cre^ (*Jak1*^cKO^) mice with *Jak1* deleted in cardiomyocytes. (B) Immunoblotting and quantification of relative (C) JAK1 and (D) JAK2 protein levels in whole cardiac lysates generated from the indicated genotypes of male and female mice at two months of age. *n* = 4 *Jak1*^fl/fl^ and 5 *Jak1*^cKO^. JAK protein levels were normalized to Gapdh as a loading control. Assessment of (E) *Jak1* mRNA levels by qPCR and (F) JAK1 protein levels by immunoblotting in adult cardiomyocytes (ACMs) isolated from hearts of 2 months old male and female mice. n = 4 in E and *n* = 3 in F. α-sarcomeric (sarc.) actin was used as a loading control for normalization of relative JAK1 protein levels shown on the immunoblotting panel in F. Data are presented as the mean value ± the standard error of the mean. *P < 0.05, *ns*, not significant, unpaired *t*-test.

**Fig. 2.**
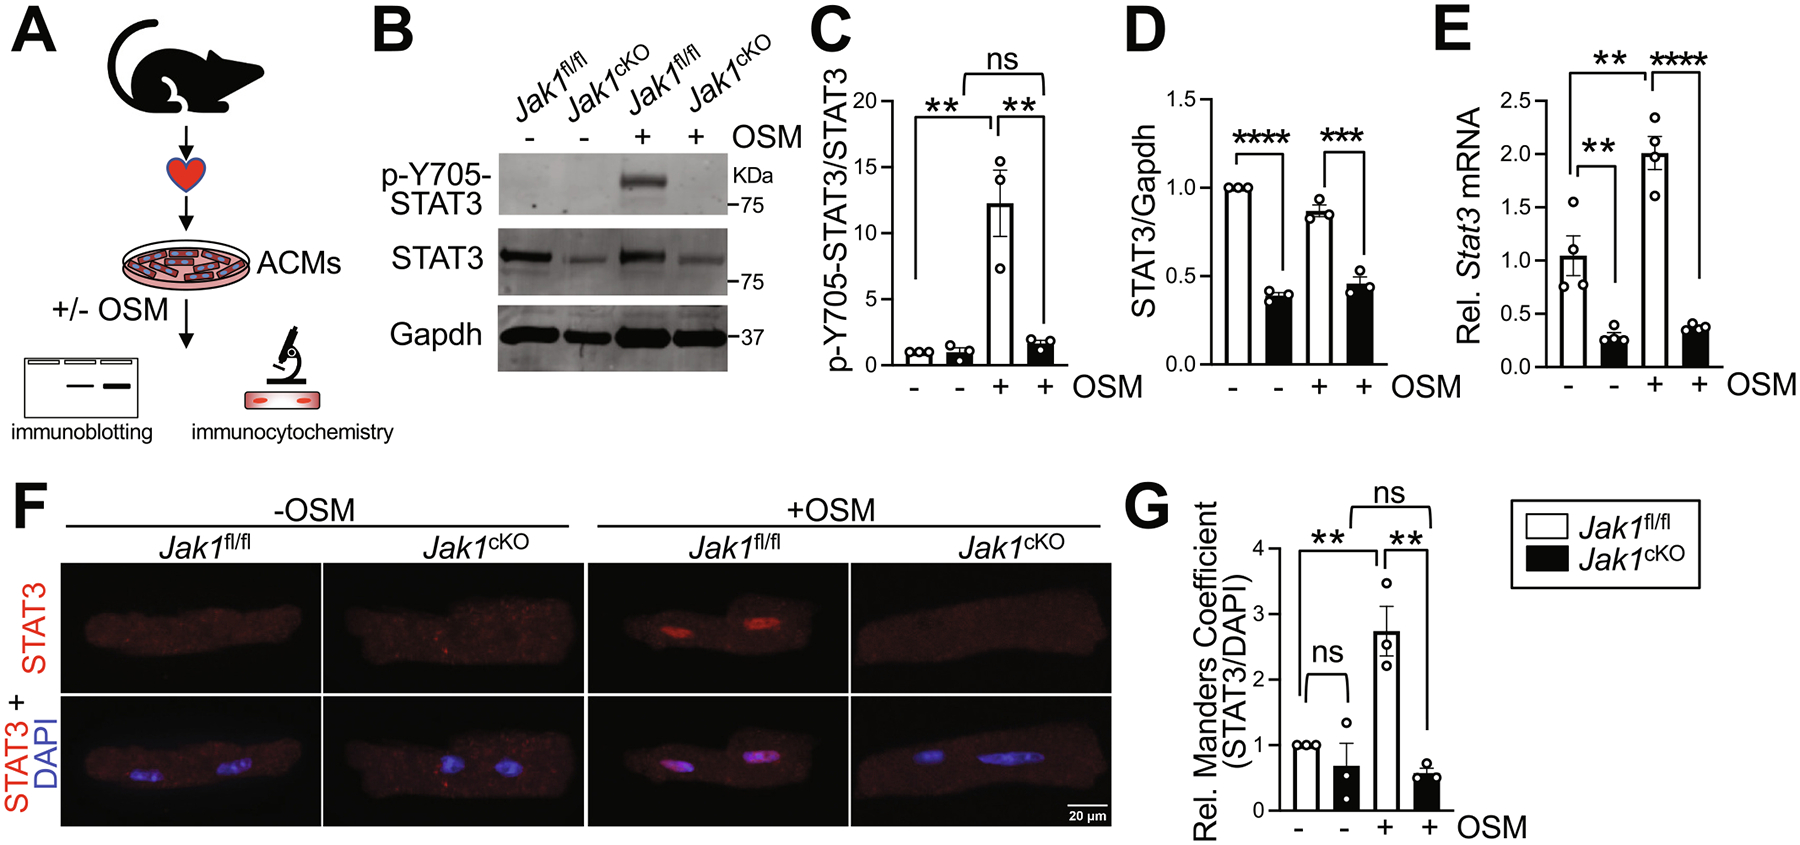
Defective STAT3 signaling in *Jak1*-deleted cardiomyocytes. (A) Experimental assessment of JAK-STAT signaling in *Jak1*-deleted cardiomyocytes. Adult ventricular cardiomyocytes (ACMs) were isolated from male and female control (*Jak1*^fl/fl^) or *Jak1*-deleted (*Jak1*^cKO^) hearts at 2 months of age and treated with vehicle or oncostatin-M (OSM, 10 ng/mL) for 30 min before harvesting for Western blotting or fixing for immunocytochemistry to assess STAT3 phosphorylation and nuclear translocation, respectively, or for 16 h to assess gene expression. (B) Western blotting and quantification of (C) STAT3 phosphorylation at Tyr-705 normalized to total STAT3 and (D) total STAT3 protein normalized to Gapdh in control *Jak1*^fl/fl^ or *Jak1*^cKO^ ACMs with or without OSM treatment. *n* = 3. (E) *Stat3* mRNA levels were quantified by qPCR in ACMs isolated from *Jak1*^fl/fl^ or *Jak1*^cKO^ hearts. *n* = 4. (F) Representative images of immunostaining for endogenous STAT3 (red) in control (*Jak1*^fl/fl^) or *Jak1*-deleted (*Jak1*^cKO^) ACMs with or without OSM treatment. Nuclei were stained blue with DAPI. Scale bar = 20 μm. (G) Relative Manders coefficients for colocalization of STAT3 with nuclear DAPI signal in ACMs of the indicated genotype and treatment. n = 3 independent experiments with 35–60 ACMs analyzed per biological replicate. Data are presented as the mean value ± the standard error of the mean. **P < 0.01, ***P < 0.001, ****P < 0.0001, *ns*, not significant, two-way ANOVA with post-hoc Tukey’s multiple comparisons test. Also see Supplemental Fig. S1.

**Fig. 3.**
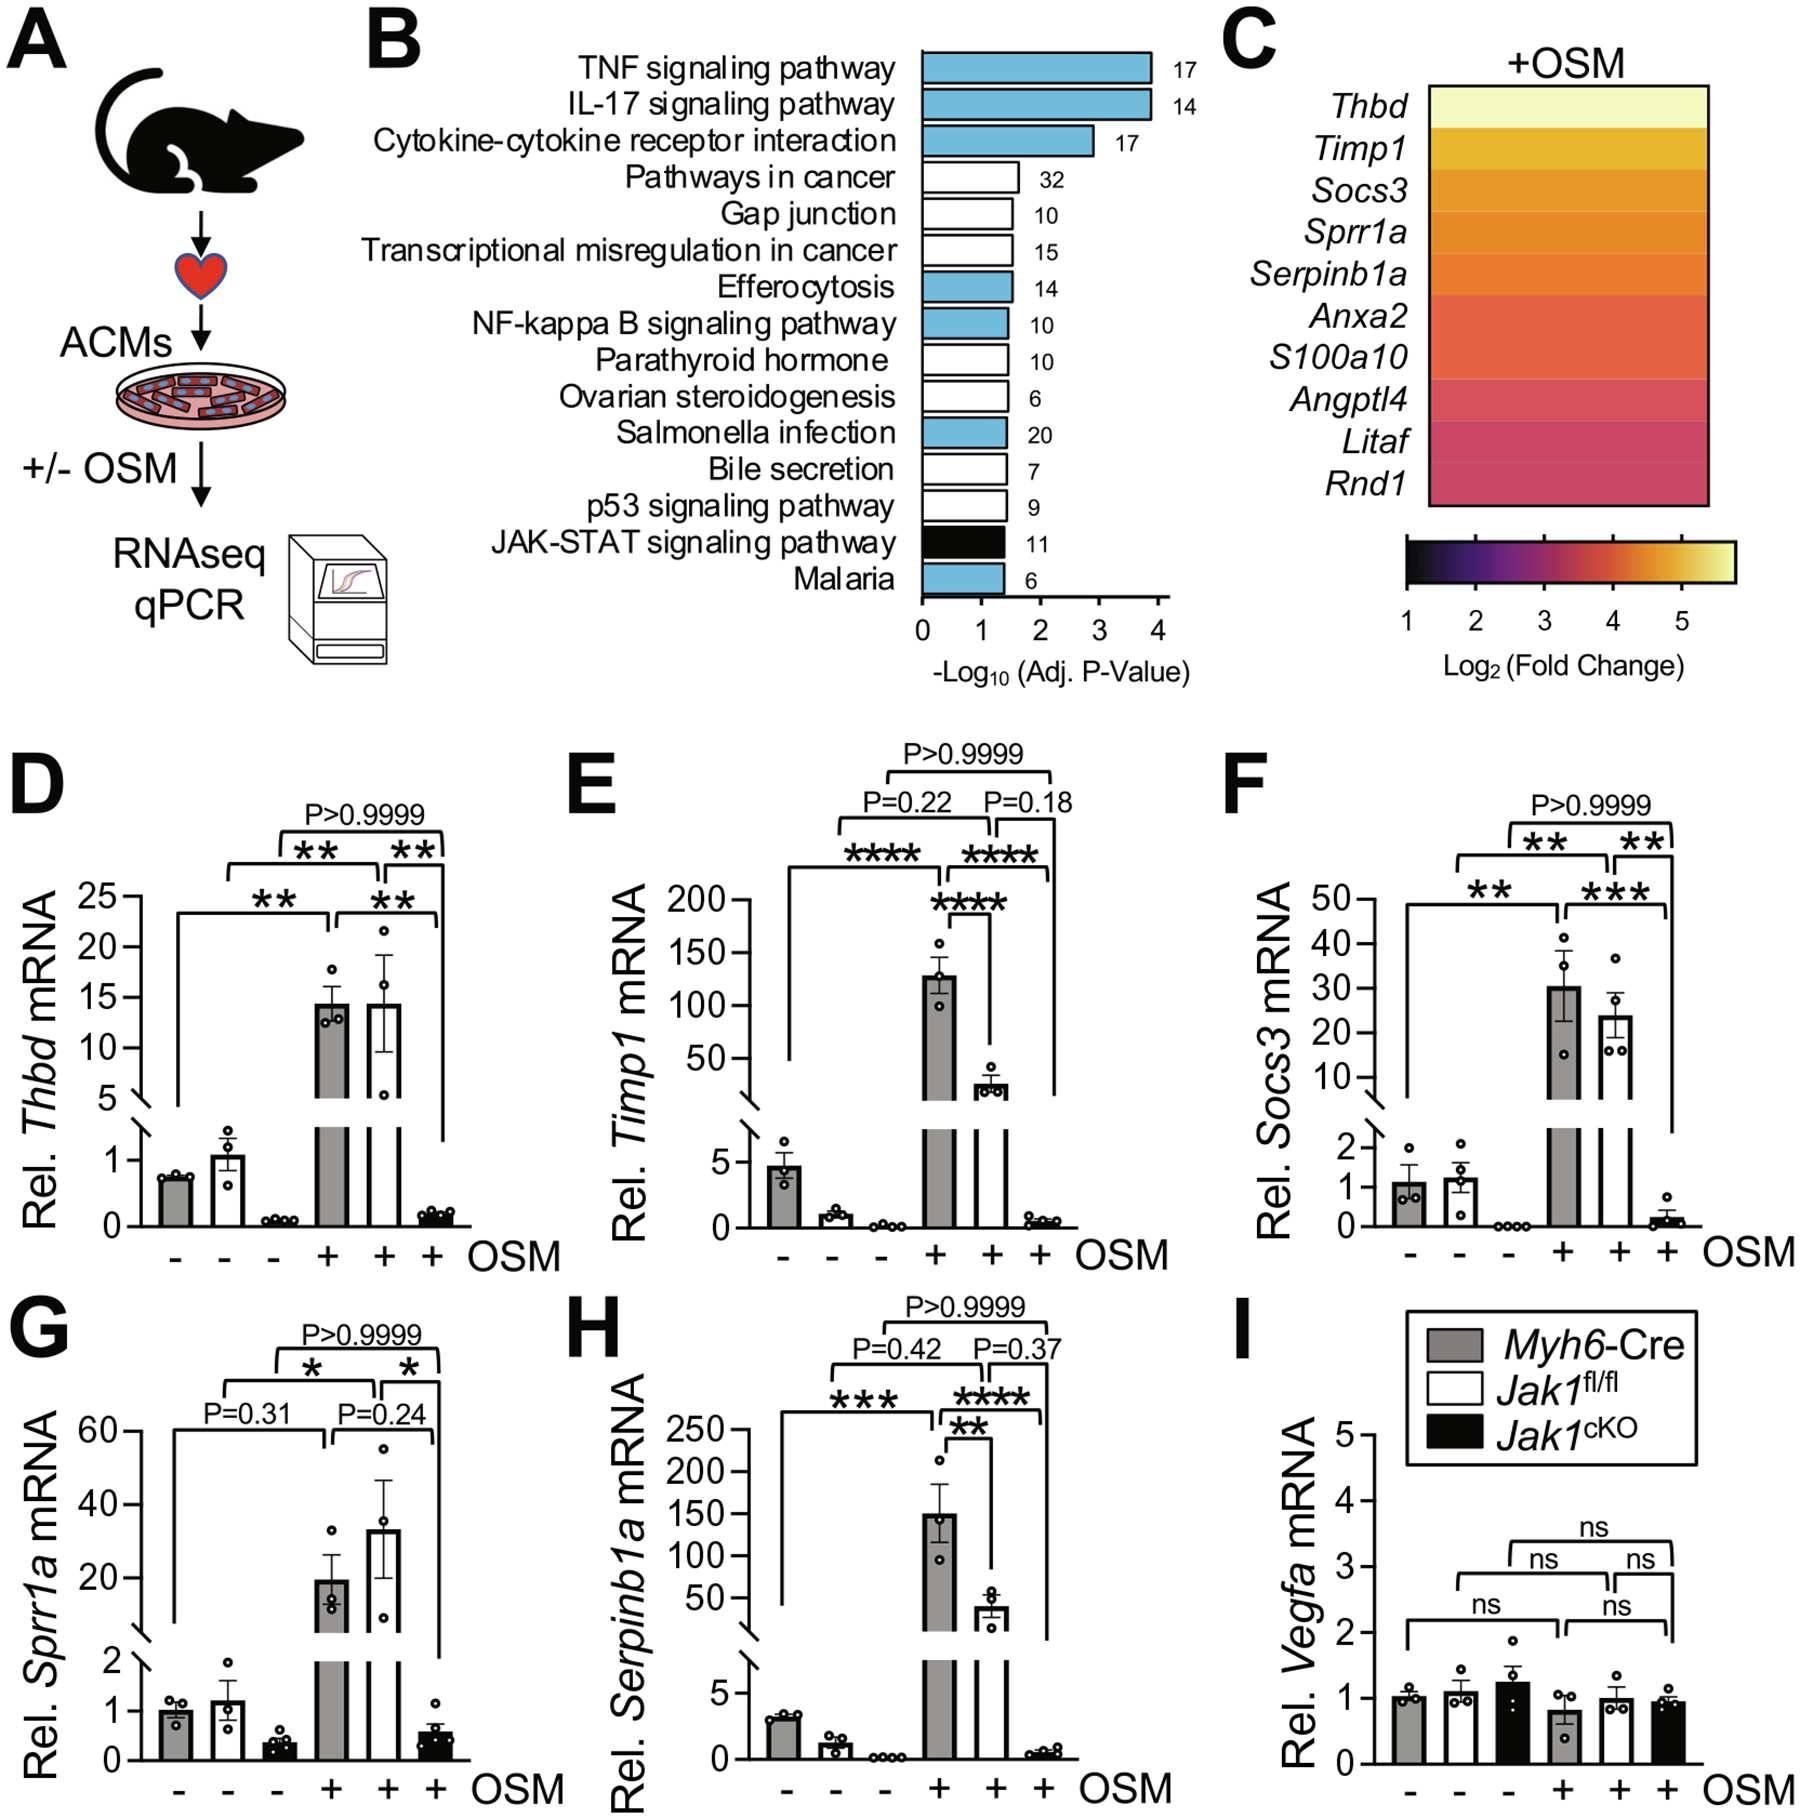
JAK1 is required for cytokine-stimulated transcriptional reprogramming in cardiac myocytes. (A) Experimental assessment of oncostatin-M (OSM)-inducible target genes. Adult ventricular cardiomyocytes (ACMs) isolated from male and female mice were treated with vehicle or OSM (10 ng/mL) for 16 h in culture, and RNA isolated for (B—C) RNA sequencing (RNAseq) or (D—H) qPCR. (B) Histogram of the top 10 KEGG biological processes most significantly enriched with upregulated genes in OSM-treated ACMs compared to vehicle-treated ACMs. Values at the end of histograms indicate the number of upregulated genes with OSM treatment in the pathway. Histograms for biological processes related to inflammation are colored light blue and the JAK-STAT pathway itself colored black. (C) Heat map depicting the 10 most-upregulated transcripts in OSM-treated ACMs relative to vehicle-treated ACMs by RNAseq. Relative mRNA levels of (D) *Thbd*, (E) *Timp1* (F) *Socs3*, (G) *Sprr1a*, (H) *Serpinb1a*, and (I) *Vegfa* were assessed by qPCR in ACMs isolated from male and female mice of the indicated genotypes and treated with vehicle or OSM. n = 3 *Myh6*-Cre, 3 *Jak1*^fl/fl^, and 4 *Jak1*^cKO^ in D, E, H, and I; n = 3 *Myh6*-Cre, 4 *Jak1*^fl/fl^, and 4 *Jak1*^cKO^ in F; n = 3 *Myh6*-Cre, 3 *Jak1*^fl/fl^, and 5 *Jak1*^cKO^ in G. Data are presented as the mean value ± the standard error of the mean. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, *ns*, not significant, two-way ANOVA with post-hoc Tukey’s multiple comparisons test.

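Of the 581 genes higher with OSM, 210 had at least 1 fpkm with vehicle, the minimum the paper set for the heat map. Ranked by log2 fold change of TMM-scaled counts, the 10 highest of these were Thbd, Timp1, Socs3, Sprr1a, Serpinb1a, Anxa2, S100a10, Angptl4, Litaf and Rnd1. Each was also higher than with IL-6, with log2 fold changes from 3.38 (Litaf) to 5.70 (Thbd). With no minimum on fpkm and at least 10 counts with vehicle, 3 of the 10 genes remained in the list (Thbd, Timp1 and Socs3), and with a minimum of 5 fpkm 2 remained (Timp1 and Socs3). Among the 371 higher genes under 1 fpkm with vehicle, 139 had at least 1 fpkm with OSM and 5 had a larger log2 fold change than Thbd. A total of 140 higher genes had 0 counts with vehicle, of which 54 had 0 counts with IL-6 as well.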

**Fig. 4.**
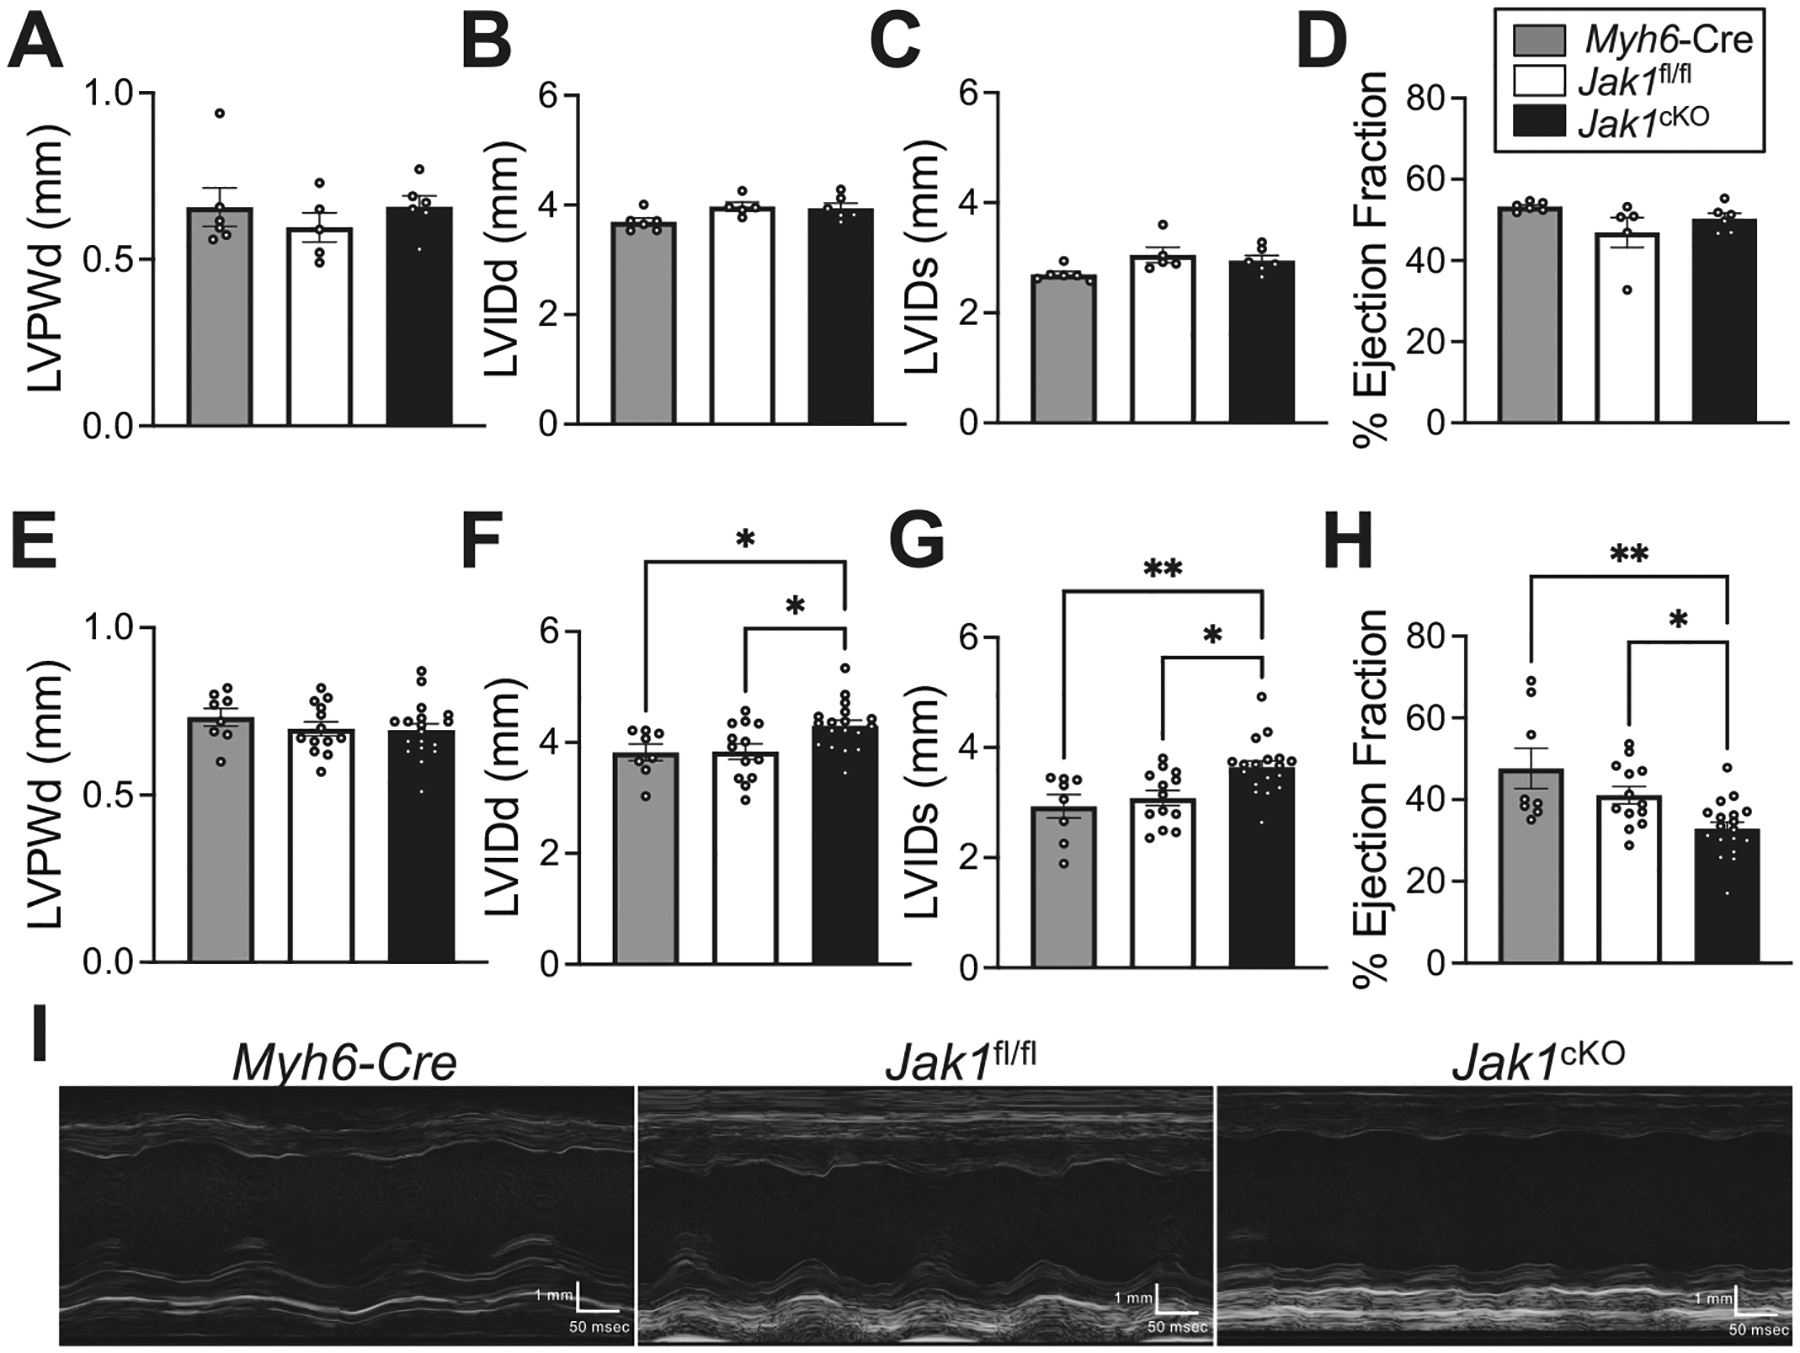
Cardiomyocyte-specific loss of JAK1 results in dilated cardiomyopathy. (A-K) Assessment of cardiac structure and function in conditional-null *Jak1* mice with cardiomyocyte-specific loss of JAK1 (*Jak1*^fl/fl, *Myh6*-Cre^, *Jak1*^cKO^) compared to control genotypes expressing the conditional-null allele (*Jak1*^fl/fl^) or *Jak1*^+/+, *Myh6*-Cre^ mice expressing the Cre transgene alone (*Myh6*-Cre) at (A-D) 2 months and (*E*-H) 6 months of age. Quantification of (A, E) diastolic left ventricular (LV) posterior wall thickness (LVPWd), (B, F) LV internal diameter (LVID) during diastole (LVIDd), (C, G) systolic LVID (LVIDs), and percent (D, H) ejection fraction (E.F.) in the indicated genotypes of mice of both male and female mice. (I) Representative M-mode images of the indicated genotypes of male mice at 6 months of age. *n* = 6 *Myh6*-Cre, 5 *Jak1*^fl/fl^, and 6 *Jak1*^cKO^ in A-D and *n* = 8 *Myh6*-Cre, 13 *Jak1*^fl/fl^, and 18 *Jak1*^cKO^ in E-H. Data are presented as the mean value ± the standard error of the mean. *P < 0.05, **P < 0.01, one-way ANOVA with post-hoc Tukey’s multiple comparisons test. Also see Supplemental Table S1 and Table S2.

**Fig. 5.**
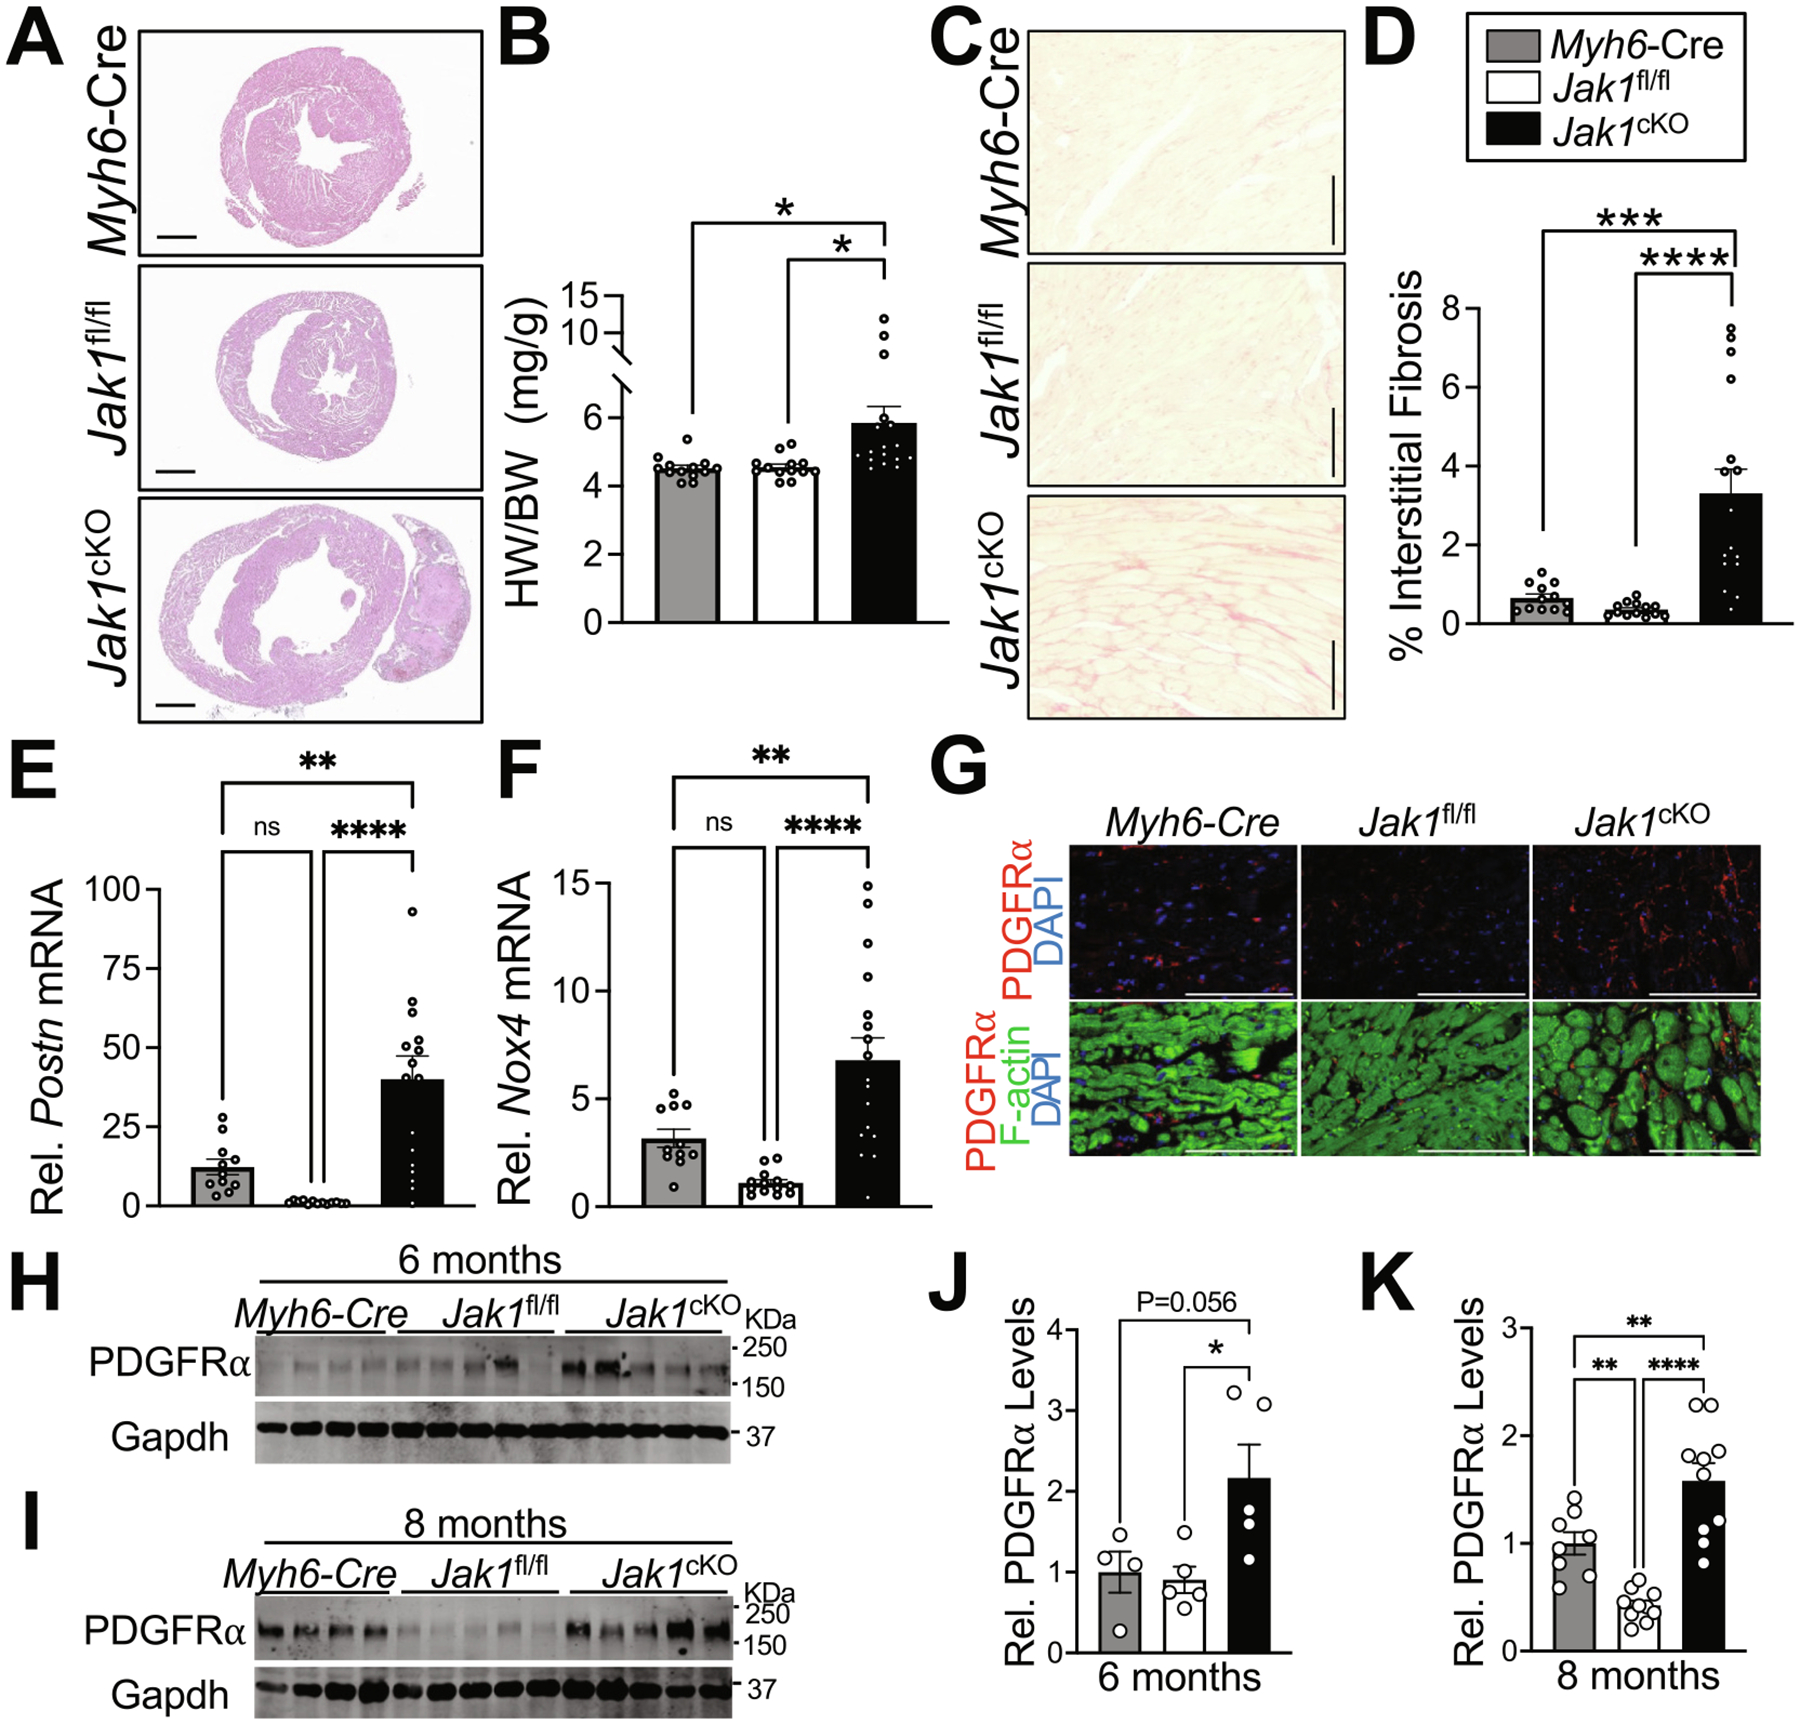
Pathological cardiac hypertrophy and myocardial fibrosis in aged mice with cardiomyocyte-specific loss of JAK1. (A) H&E histological staining of cardiac sections (scale bar = 1 mm) of male mice and (B) heart weight-to-body weight ratios (HW/BW) of the indicated genotypes of male and female mice at 8 months of age. *n* = 13 *Myh6*-Cre, 13 *Jak1*^fl/fl^, and 17 *Jak1*^cKO^. (C) Representative images of Picro Sirius Red-stained cardiac sections (scale bar = 100 μm) and (D) quantification of interstitial myocardial fibrosis in male and female mice of the indicated genotypes at 8 months of age. *n* = 12 *Myh6*-Cre, 13 *Jak1*^fl/fl^, and 16 *Jak1*^cKO^. Representative images in C are mixed sexes (*Myh6*-Cre male, *Jak1*^fl/fl^ and *Jak1*^cKO^ female). Cardiac transcript levels of (E) *Postn* and (F) *Nox4* quantified by qPCR in male and female mice. *n* = 11 *Myh6*-Cre, 13 *Jak1*^fl/fl^, and 17 *Jak1*^cKO^. (G) Representative images of immunohistochemistry for the fibroblast marker platelet-derived growth factor receptor-α (PDGFRα) (red) in cardiac sections of 8 months old male mice. Cardiomyocytes were stained with phalloidin (F-actin, green) and nuclei stained with DAPI (blue). Scale bar = 100 μm. (H, I) Western blotting and (J, K) quantification of PDGFRα protein levels in hearts of the indicated genotypes of male and female mice at (H, J) 6 months and (I, K) 8 months of age. Gapdh was used as a loading control. n = 4 *Myh6*-Cre, 5 *Jak1*^fl/fl^, and 5 *Jak1*^cKO^ in J and 8 *Myh6*-Cre, 10 *Jak1*^fl/fl^, and 10 *Jak1*^cKO^ in K. Data are presented as the mean value ± the standard error of the mean. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, *ns*, not significant, one-way ANOVA with post-hoc Tukey’s multiple comparisons test. Also see Supplemental Figs. S3 and S4.

## Data Availability

The data that support the findings, including statistical analyses, and reagents used are available from the corresponding author upon request.

# Supplementary material for: Cardiomyocyte Janus kinase 1 (JAK1) signaling is required for cardiac homeostasis and cytokine-dependent activation of STAT3
**Source:** J Mol Cell Cardiol. Author manuscript; Available in PMC 2025 Aug 22.
**Supplement:** Supplemental Table S1

|  | *Myh6*-Cre | *Jak1* ^fl/fl^ | *Jak1*^cKO^ |
| --- | --- | --- | --- |
| Number of mice per group | 6 | 5 | 6 |
| LVIDd, mm | 3.69±0.17 | 3.97±0.18 | 3.94±0.22 |
| LVPWd, mm | 0.66±0.14 | 0.60±0.10 | 0.66±0.08 |
| LVAWd, mm | 0.76±0.08 | 0.69±0.04 | 0.66±0.04^#^ |
| LVIDs, mm | 2.70±0.13 | 3.05±0.32 | 2.95±0.23 |
| LVPWs, mm | 0.87±0.16 | 0.88±0.02 | 0.87±0.10 |
| LVAWs, mm | 1.10±0.11 | 0.99±0.08 | 0.99±0.07 |
| LV volume at diastole, μL | 57.98±6.68 | 69.05±7.51 | 67.95±9.13 |
| LV volume at systole, μL | 27.09±3.25 | 37.12±10.07 | 34.01±6.65 |
| Ejection fraction, % | 53.29±1.09 | 46.90±8.20 | 50.28±3.26 |
| Fractional shortening, % | 26.89±0.68 | 23.26±4.61 | 25.15±1.91 |
| LV mass, mg | 87.53±14.05 | 87.88±16.13 | 89.49±12.97 |
| LV mass/body weight, mg/g | 4.26±0.38 | 3.94±0.99 | 4.20±0.69 |
| Heart rate, beats/min | 314.2±28.6^^^ | 449.6±54.3 | 417.0±37.9^##^ |
| BW, g | 20.50±2.45 | 22.58±2.42 | 21.55±3.25 |

**Table S1.** Echocardiographic assessment of cardiac structure-function in mice with cardiomyocyte-specific ablation of *Jak1* at 2 months of age. LVID, left ventricular (LV) inner diameter; LVPW, LV posterior wall; LVAW, LV anterior wall; d, diastolic; s, systolic; BW, body weight. Data are presented as mean ± standard deviation. *P<0.05, **P<0.01 *Jak1*^fl/fl^ compared to *Jak1*^fl/fl;^ *^Myh6^*^-Cre^ (*Jak1*^cKO^) and ^#^P< 0.05, ^##^P< 0.01 *Myh6*-Cre compared to *Jak1*^cKO^, ^^^P<0.001 *Myh6*-Cre compared to *Jak1*^fl/fl^*,* one-way ANOVA with Tukey’s multiple comparisons test.

# Supplementary material for: Cardiomyocyte Janus kinase 1 (JAK1) signaling is required for cardiac homeostasis and cytokine-dependent activation of STAT3
**Source:** J Mol Cell Cardiol. Author manuscript; Available in PMC 2025 Aug 22.
**Supplement:** Supplemental Table S2

|  | *Myh6*-Cre | *Jak1* ^fl/fl^ | *Jak1*^cKO^ |
| --- | --- | --- | --- |
| Number of mice per group | 8 | 13 | 18 |
| LVIDd, mm | 3.82±0.42 | 3.84±0.51 | 4.30±0.43*^#^ |
| LVPWd, mm | 0.73±0.07 | 0.70±0.08 | 0.69±0.08 |
| LVAWd, mm | 0.80±0.08 | 0.83±0.07 | 0.78±0.10 |
| LVIDs, mm | 2.93±0.60 | 3.08±0.49 | 3.64±0.49*^##^ |
| LVPWs, mm | 0.98±0.14 | 0.90±0.10 | 0.83±0.13^#^ |
| LVAWs, mm | 1.08±0.13 | 1.10±0.11 | 1.00±0.11 |
| LV volume at diastole, μL | 64.10±15.92 | 65.17±19.83 | 84.42±20.05*^#^ |
| LV volume at systole, μL | 35.17±15.14 | 38.96±14.43 | 57.66±19.31*^#^ |
| Ejection fraction, % | 47.63±13.95 | 41.09±7.66 | 32.91±6.84*^##^ |
| Fractional shortening, % | 24.01±8.63 | 19.82±4.25 | 15.52±3.49^##^ |
| LV mass, mg | 103.45±16.49 | 105.10±24.40 | 120.07±22.21 |
| LV mass/body weight, mg/g | 4.14±0.53 | 3.78±0.59 | 4.37±0.42** |
| Heart rate, beats/min | 463.4±63.5 | 455.4±33.2 | 482.5±58.4 |
| BW, g | 25.14±3.84 | 27.58±3.99 | 27.49±4.57 |

**Table S2.** Echocardiographic assessment of cardiac structure-function in mice with cardiomyocyte-specific ablation of *Jak1* at 6 months of age. LVID, left ventricular (LV) inner diameter; LVPW, LV posterior wall; LVAW, LV anterior wall; d, diastolic; s, systolic; BW, body weight. Data are presented as mean ± standard deviation. *P<0.05, **P<0.01 *Jak1*^fl/fl^ compared to *Jak1*^fl/fl;^ *^Myh6^*^-Cre^ (*Jak1*^cKO^) and ^#^P< 0.05, ^##^P< 0.01 *Myh6*-Cre compared to *Jak1*^cKO^*,* one-way ANOVA with Tukey’s multiple comparisons test.

# Supplementary material for: Cardiomyocyte Janus kinase 1 (JAK1) signaling is required for cardiac homeostasis and cytokine-dependent activation of STAT3
**Source:** J Mol Cell Cardiol. Author manuscript; Available in PMC 2025 Aug 22.
**Supplement:** Supplemental Material S2 Figs S1-S5

Fig S1

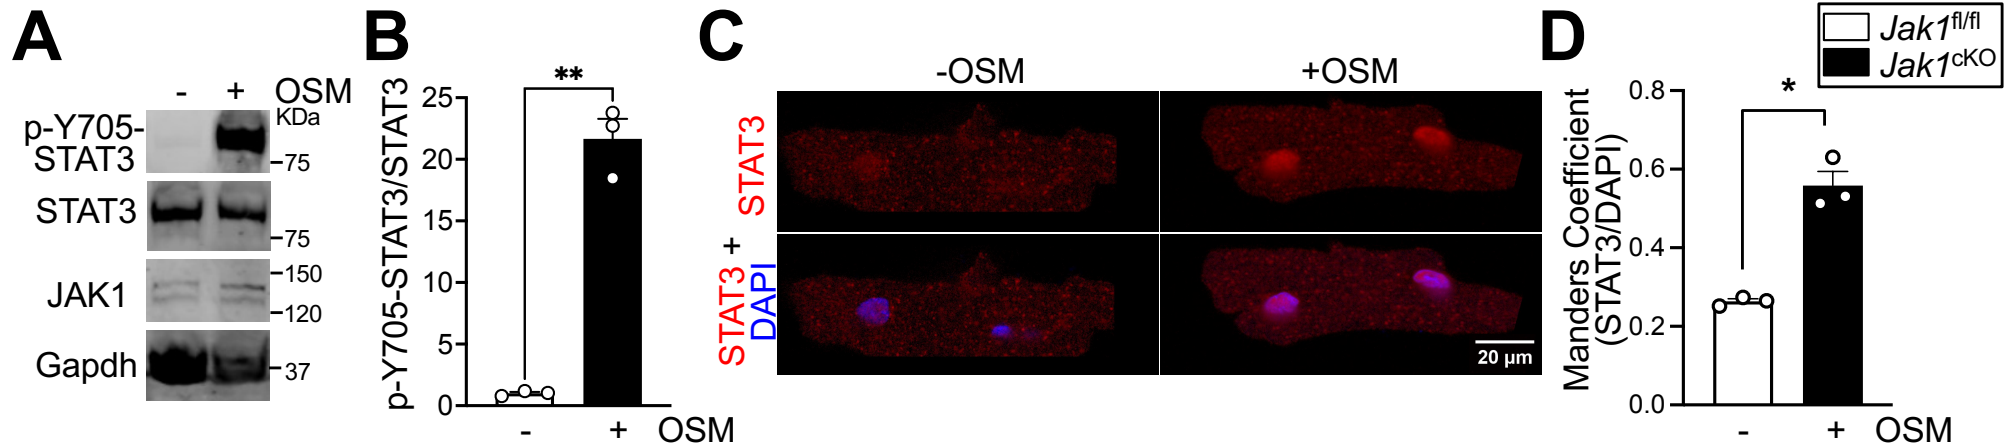

**Supplemental Figure S1.** Cytokine-dependent STAT3 signaling is preserved in *Myh6*-Cre transgenic cardiomyocytes. (A) Adult ventricular cardiomyocytes (ACMs) were isolated from male and female *Myh6*-Cre control hearts at 2 months of age and treated with vehicle or oncostatin-M (OSM, 10 ng/mL for 30 minutes) before harvesting for Western blotting or fixing for immunocytochemistry to assess STAT3 phosphorylation and nuclear translocation, respectively. (A) Western blotting and (B) quantification of STAT3 phosphorylation at Tyr-705 normalized to total STAT3.  $n=3$ . (C) Representative images of immunostaining for endogenous STAT3 (red) in *Myh6*-Cre ACMs with or without OSM treatment. Nuclei were stained blue with DAPI. Scale bar = 20  $\mu$ m. (D) Manders coefficient for colocalization of STAT3 with nuclear DAPI signal in ACMs of the indicated treatment.  $n=3$  with 35-60 ACMs analyzed per biological replicate. Data are presented as the mean value  $\pm$  the standard error of the mean. \* $P<0.05$ , \*\* $P<0.01$ , paired t-test. Related to Figure 2.

Fig S2

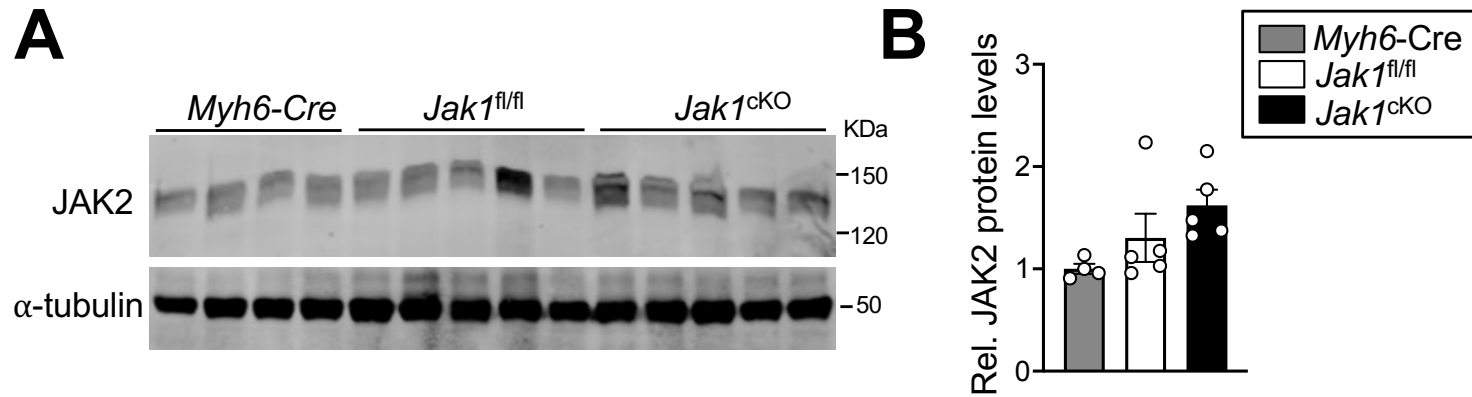

**Supplemental Figure S2.** JAK2 protein levels are not altered in hearts of mice with cardiomyocyte-specific loss of JAK1. (A) Western blotting and (B) quantification of JAK2 protein levels relative to  $\alpha$ -tubulin in hearts of the indicated genotypes of male and female mice at 6 months of age.  $n=4$  *Myh6-Cre*, 5 *Jak1<sup>fl/fl</sup>*, and 5 *Jak1<sup>cKO</sup>*. Data are presented as the mean value  $\pm$  the standard error of the mean.

Fig S3

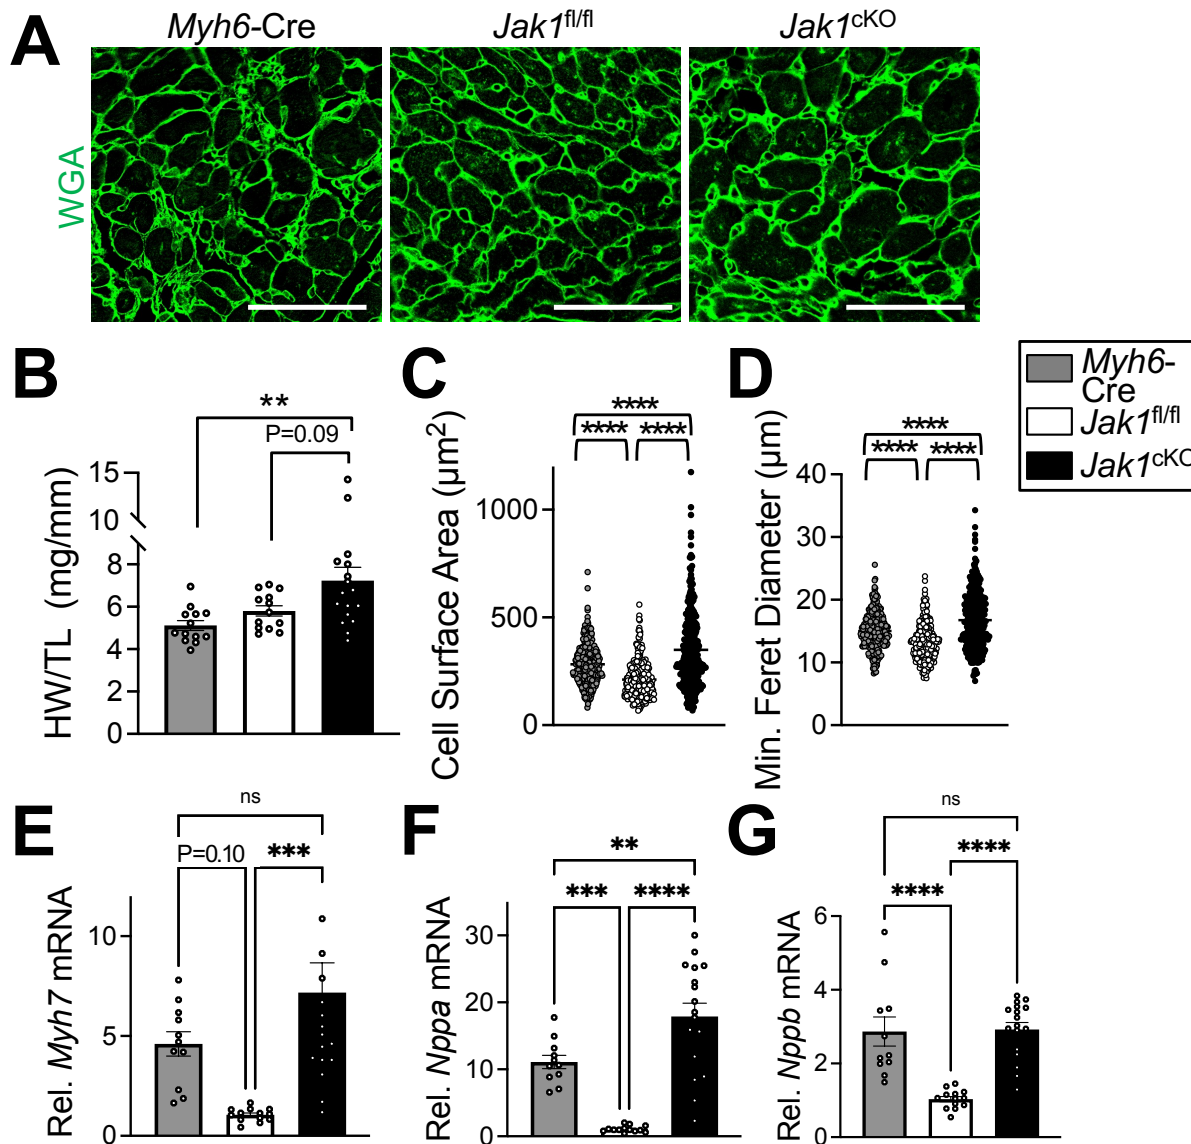

**Supplemental Figure S3.** Hypertrophic growth in *Myh6-Cre* transgenic control and *Jak1<sup>CKO</sup>* hearts. (A) Wheat germ agglutinin (WGA)-staining of cardiac sections (scale bar = 100  $\mu\text{m}$ ) of female mice and (B) heart weight-to-tibia length (HW/TL) ratios ( $n=13$  *Myh6-Cre*, 13 *Jak1<sup>fl/fl</sup>*, and 17 *Jak1<sup>CKO</sup>*) and quantification of (C) cardiomyocyte cell surface area and (D) minimum Feret's diameter from cardiac sections of the indicated genotypes of male and female mice at 8 months of age.  $n=300$  cardiomyocytes evaluated per genotype (60 cells per heart from five animals per genotype) in C and D. (E-G) Hypertrophic marker gene expression. mRNA levels of the pathological hypertrophic marker genes (E) *Myh7*, (F) *Nppa* (ANP), and (G) *Nppb* (BNP) were quantified by qPCR in 8 months old male and female control and *Jak1* cardiomyocyte-deleted hearts.  $n=11$  *Myh6-Cre*, 13 *Jak1<sup>fl/fl</sup>*, and 17 *Jak1<sup>CKO</sup>*. Data in B and E-G are presented as the mean value  $\pm$  the standard error of the mean. \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001, ns, not significant, one-way ANOVA with Tukey's multiple comparisons test. Related to Figure 5A and B.

Fig S4

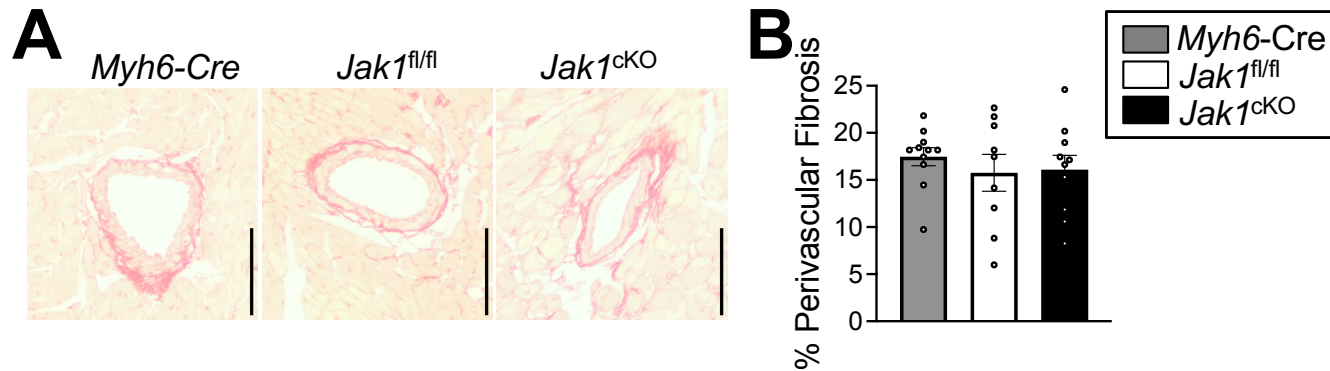

**Supplemental Figure S4.** Perivascular fibrosis is not significantly changed in the aged heart by cardiomyocyte loss of JAK1. (A) Representative images of Picro Sirius Red-stained cardiac sections (scale bar = 100  $\mu$ m) and (B) quantification of perivascular fibrosis in both male and female mice lacking cardiomyocyte Jak1 (*Jak1<sup>cKO</sup>*) compared to controls (*Myh6-Cre* and *Jak1<sup>fl/fl</sup>*) at 8 months of age.  $n=11$  *Myh6-Cre*, 9 *Jak1<sup>fl/fl</sup>*, and 10 *Jak1<sup>cKO</sup>*. Representative images in A are mixed sexes (*Myh6-Cre* and *Jak1<sup>fl/f</sup>* female, *Jak1<sup>cKO</sup>* male). Data are presented as the mean value  $\pm$  the standard error of the mean. Related to Figure 5C and D.

Fig S5

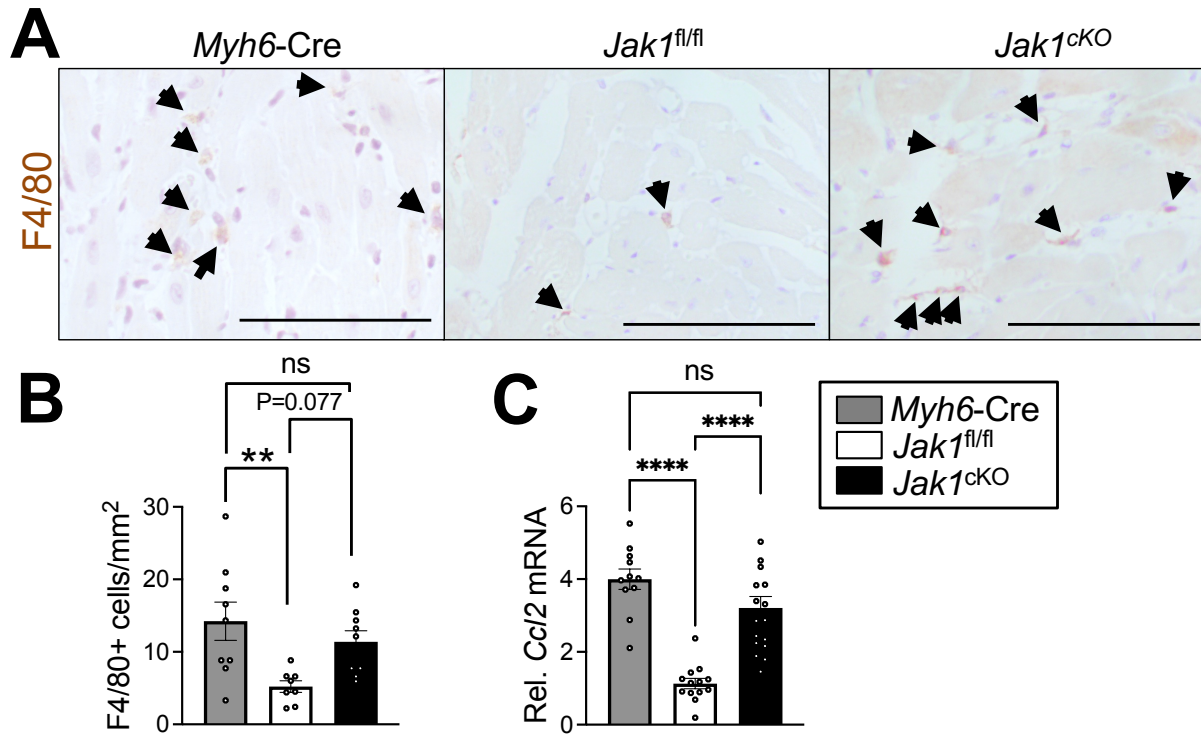

**Supplemental Figure S5.** Myocardial inflammation in *Myh6-Cre* transgenic control and *Jak1<sup>ckO</sup>* mice. (A) Representative images of F4/80 immunohistochemistry in male mice and (B) quantification of F4/80 positive cells from cardiac sections of male and female mice of the indicated genotypes at 8 months of age. Brown HRP signal (arrowheads) indicate F4/80+ cells in A. Scale bar = 100  $\mu$ m.  $n=9$  *Myh6-Cre*, 8 *Jak1<sup>fl/fl</sup>*, and 9 *Jak1<sup>ckO</sup>*. (C) mRNA levels of the chemokine *Ccl2* (MCP-1) were quantified by qPCR in 8 months old male and female mice of the indicated genotypes.  $n=11$  *Myh6-Cre*, 13 *Jak1<sup>fl/fl</sup>*, and 17 *Jak1<sup>ckO</sup>*. Data are presented as the mean value  $\pm$  the standard error of the mean. \*\* $P<0.01$ , \*\*\*\* $P<0.0001$ , ns, not significant, one-way ANOVA with Tukey's multiple comparisons test.

How the deposited data were processed for this re-analysis (not part of the article)

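Gene expression was measured by RNAseq in ACMs treated in culture with vehicle, OSM or human IL-6. RNA was pooled before sequencing, and each of the 3 conditions is represented by 1 library. The conditions were taken from the sample labels, and those of the vehicle and OSM libraries also from the paper. The IL-6 library is not described in the paper's text.

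According to the paper, paired reads were mapped to GRCm39 and assigned to genes with featureCounts. The aligner was not given in the sources used here, and neither was whether the counting used the strand, so that values of antisense and overlapping genes are uncertain. The authors deposited the whole-number counts per gene, without normalization, and used edgeR to call differentially expressed genes from them. The FPKM values are also the authors' own, deposited for the same genes. The deposited FPKM of every gene with counts is its count divided by its gene length and by 1 constant per library, which was 25296726 for vehicle, 27098375 for IL-6 and 29867031 for OSM. Gene biotypes, coordinates and gene lengths are those of the authors' annotation columns. Of the 56748 gene identifiers, 56017 were found in GENCODE M39, which was used for exon numbers, primers and GC content. No per-sample column was left unmatched (0 columns).

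From the counts, TMM factors were computed with edgeR 4.0.16 in R 4.3.3 for each pair of libraries. Genes with at least 10 counts over the pair were compared, 15537 for OSM against vehicle, 15472 for IL-6 against vehicle and 15544 for OSM against IL-6. With 1 library per condition there is no replicate spread, so no model with a test across replicates was fitted and no P-value is given. A log2 fold change is the log2 ratio of the TMM-scaled counts, with the 95% Clopper-Pearson interval of the 2 counts given their sum. Intervals cover counting error only. A comparison of this kind compares the libraries, not the conditions. A gene was called when its whole interval lay beyond 2-fold. Where a library had 0 counts, the fold is a bound against a floor of 3 counts per library, and no fold was given where both counts were at or under the floor. At these depths the floor is 0.120 CPM with vehicle, 0.114 CPM with IL-6 and 0.0975 CPM with OSM.

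For fixed lists of genes, the median log2 fold change of the compared members was placed among the medians of 10000 random lists of the same size matched on mean expression. This percentile describes the libraries and is not a test. The 18 lists were cytokines and chemokines, their receptors, JAK-STAT genes, STAT3 targets, interferon response, hypoxia, fibrosis and matrix, cardiomyocyte dedifferentiation, mature cardiomyocyte genes, cardiomyocyte, endothelial, fibroblast, macrophage, T cell, and smooth muscle and pericyte markers, Y-linked genes, Xist, and olfactory, vomeronasal and taste receptors. They stand in for the KEGG analysis of the paper, whose gene sets were not used here. For IL-6 against vehicle, the lists lay between percentile 9.92 (cytokines) and 84.4 (STAT3 targets).

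The vehicle library enters both the OSM and the IL-6 fold changes. Libraries without any IL-6 effect were therefore simulated 20 times, with Poisson counts and with an assumed BCV of 0.1, 0.2 or 0.4. Each run redrew all 3 libraries, vehicle and IL-6 from their pooled rate and OSM from its own counts. Where OSM was unchanged as well, all were drawn from 1 pooled rate. The noise added to OSM raised its calls to 772 higher and 1192 lower at a BCV of 0.2, and to 1637 and 2072 at 0.4. The simulated values are given beside each overlap or correlation of the OSM and IL-6 results, but belong to these other sets of calls. The calling rule was tested on simulated counts with the means and library sizes of the vehicle and OSM libraries, in which 200 genes were changed 4-fold or 8-fold. These 200 were drawn only from genes above a minimum mean count. The shares recovered therefore do not describe genes with few counts or changes near 2-fold. Of 15541 compared genes, the rule called all 200 changed genes (100%) and 1 unchanged gene with Poisson counts. With a BCV of 0.2, over 15498 genes, it called 193 changed genes (96.5%) and 82 unchanged ones, which shows what counting intervals miss where libraries vary by more than counting error.

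The genes named were fixed by rule. They are the genes the paper names, the 10 genes with the largest fold higher with OSM among the called genes with at least 1 FPKM with vehicle, the 5 largest lower with at least 1 FPKM with OSM, the 5 largest in each direction for the other pairs of libraries with at least 1 FPKM in the lower library, and up to 5 called members of each list with the largest fold. The OSM and vehicle values of the genes in the paper's supplemental table had been seen before this rule was written, and the IL-6 values had not. Not every gene that the rule names is reported here. Some genes named outside the rule are said to be so where they appear in the closing observations, among them Steap4 and Actb. Cdh5, Socs2, Snn, Serpinb1b and Serpinb1c were named after their values had been seen. Some overlapping genes, gp130 family receptors, Y-linked genes and single members of cell lists are also outside the rule and are not marked.

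The settings of the comparisons, the lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 median-of-ratios factors, total counts and upper quartile factors in place of TMM, no filter on low counts, a minimum of 1 FPKM in either library, calls by the point estimate, calls beyond 4-fold, edgeR's exact test with an assumed BCV of 0.1, 0.2 or 0.4 at an adjusted P of 0.05 and 2-fold, thinning to the smallest total, a prior count of 2, the authors' FPKM ratio, other FPKM minimums for the ranked genes and a minimum of 100 counts per library for the correlation. Added after the data had been seen were the exact test at a BCV of 0.2 over genes with at least 2 counts, the removal of the trend of log2 fold change on gene length by a lowess fit over 0.3 of the genes, random lists matched on gene length as well as on mean expression, and the simulated overlap of the calls against vehicle and against IL-6, which share the OSM library. Copies elsewhere in GRCm39 of the canonical GENCODE M39 transcripts were searched with BLAST 2.17.0. These can differ in extent from the genes the authors counted. Of the 16422 matched genes with at least 10 counts over the 3 libraries, 3819 had the same start and end in both annotations. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The qPCR, immunoblotting and echocardiography data of the paper were not analysed here.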

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

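The tests of pseudogene shares, of the side taken by the OSM library and of the Il6ra level, the summed counts of the cell lists, the match of lists on gene length, the test of the smooth muscle and pericyte list without Des, and the check of single members in the macrophage and hypoxia lists were chosen after the results had been seen; the other tests in this part were planned.

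The IL-6 library, which the paper's text does not describe, differed from the vehicle library in 274 genes that were higher and 269 that were lower, of 15472 compared. Most of these genes had few counts. Among the 9878 genes with at least 100 counts on average, 10 were higher and 3 were lower. Simulated IL-6 libraries without any effect gave on average 1.15 higher and 0.900 lower calls with Poisson counts, 1.45 and 1.05 with a BCV of 0.1, 29.1 and 47.6 with a BCV of 0.2, and 838 and 1012 with a BCV of 0.4, so that the observed numbers lie between those of the last 2 settings. Treated as replicates of each other, the vehicle and IL-6 libraries had a common BCV of 0.118, or 0.0829 over the genes with at least 200 counts in these libraries together, so that 0.1 is the nearest simulated setting and the observed numbers lie above it. None of the paper's 5 qPCR genes was higher with IL-6 beyond counting error. Socs3 had 670 counts with vehicle and 646 with IL-6, a log2 fold change of -0.15 (-0.31 to 0.01). Among genes with at least 1 FPKM with vehicle, those with the largest rise with IL-6 were pseudogenes, namely Gm7536 (98 to 459 counts), Gm10241 (93 to 409), Gm14018 (15 to 64), Gm15501 (55 to 217) and Gm9392 (79 to 224). The largest falls, among genes with at least 1 FPKM with IL-6, were in Sumo2 (1273 to 320 counts), Btf3-ps1 (326 to 109) and Gm5854 (282 to 101), the only 3 called there. OSM-treated ACMs had 1399 counts of Sumo2. Btf3-ps1 lies in Pam on the same strand (26277 and 27476 counts), and Gm10241 and Gm9392 overlap Yeats2 and Gtf2h1 on the opposite strand, so that their counts are uncertain.

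Swapped IL-6 and OSM libraries are argued against, since 5 of the 5 qPCR genes were higher in the library labelled OSM. Reads shared between pseudogenes and their parent genes may account for a part of the IL-6 differences. Processed pseudogenes were 11.6% (9.03 to 14.6) of the 543 called genes and 6.20% of the compared genes, and 7 of the 13 called genes with at least 100 counts on average. Copies at 97% identity cover 94.8% of the Sumo2 transcript. Values specific to the vehicle library cannot be told apart from an effect of IL-6. Of the called genes, 91.0% lay on the same side of vehicle with OSM. Simulated unchanged IL-6 libraries gave less, 83.7% at a BCV of 0.2 and 79.6% at 0.4. Their shares of 86.7% with Poisson counts and 93.8% at 0.1 rest on too few calls per run to compare. With the OSM library unchanged as well, the shares were 95.4% at 0.2 and 85.2% at 0.4, on either side of the observed 91.0%. Both higher with OSM and with IL-6 were 41 genes and both lower were 111, where simulation with a BCV of 0.1 gave 0.500 and 0.350, with 0.2 gave 6.50 and 9.55 and with 0.4 gave 309 and 326.

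Whether IL-6 induced the OSM-induced genes to a smaller degree also cannot be told apart from the shared vehicle library. The 438 genes higher with OSM that have a ratio had a median log2 fold change of 0.149 with IL-6, above every matched random list, while unchanged libraries gave -0.02 with Poisson counts, 0.06 with a BCV of 0.1, 0.23 with 0.2 and 0.63 with 0.4. In the genes with at least 100 counts on average the median was 0.02, as at a BCV of 0.1. The genes lower with OSM had a median of -0.21 with IL-6, where simulation gave -0.07 to -0.55. The correlation of the OSM and IL-6 log2 fold changes over 12711 genes (Pearson's r 0.271, Spearman's rho 0.252, across genes that are not independent) lay inside the simulated range of r, from 0.131 to 0.391. A candidate explanation for a weak response is the level of the IL-6 receptor transcript. Il6ra had 24 counts with vehicle, in the lower part of the gp130 family with Cntfr (14) and Il27ra (0), against 1023 for Osmr, 864 for Lifr and 1253 for Il11ra1. Whether the human cytokine acts on mouse cells was not tested, and soluble receptor was not measured.

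Steap4 and Serpina3n lie outside Fig. 3C, because each had under 1 FPKM with vehicle, and outside the genes the paper's text discusses. Steap4, which is outside the rule for named genes, had 18 counts with vehicle, 17 with IL-6 and 2849 with OSM. Its log2 fold change with OSM was 7.06 (6.40 to 7.82). Serpina3n had 45, 90 and 2059 counts, a log2 fold change of 5.27 (4.85 to 5.73), and 4.37 (4.07 to 4.70) against IL-6. Besides Steap4, the genes with a larger log2 fold change than Thbd, named after their values were seen, were Slc10a6 (1, 4 and 509 counts with vehicle, IL-6 and OSM), Egfr (2, 4 and 386), Cpne8 (0, 10 and 315) and Phox2a (2, 0 and 202). The ratio of Slc10a6 was 8.75 on the log2 scale (6.27 to 14.06), and Cpne8 was at least 88.8-fold higher. Copies at 97% identity cover 0% of the Steap4 transcript and 2.75% of that of Serpina3n, and 20.9% of the latter at the looser limit of 90% identity, so that reads of its paralogs are a possible part of its counts.

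Other cells in the OSM library were weighed as a source of such transcripts. More endothelial cells are argued against as a source of folds of 2 and above: the summed counts of 15 endothelial genes were 1.37-fold higher (1.28 to 1.47), the list's median of 0.19 lay at percentile 82.3, and its most abundant genes did not rise alike, with Eng going from 161 to 534 counts and Cdh5 from 280 to 332. Eng overlaps Fpgs on the opposite strand (323 and 754 counts). More fibroblasts are argued against by a sum that was 1.03-fold (0.932 to 1.14), with a median of -0.29 at percentile 27.6 and 0 members called higher. The macrophage list did lie above random lists (median 1.33, percentile 99.2 over 6 compared members), which was the outcome planned for more macrophages, and its summed counts were 2.38-fold higher (2.17 to 2.62). The plan also asked that its abundant members move alike. Its increase came mainly from Cd68, which rose from 382 to 1419 counts, while Csf1r, with 187 and 209 counts, had a log2 fold change of -0.0811 (-0.37 to 0.21), and the 14 members other than Cd68 together had 280 counts with OSM. Added macrophages would bring these transcripts alike, so Cd68 may be expressed by another cell. The T cell list had 2 compared members, Cd28 (205 to 32 counts) and Trbc2 (0 to 66), with a median of 0.65 at percentile 85.1. The smooth muscle and pericyte list, which shares Des with cardiomyocytes, had a median of 0.63 at percentile 97.2 and a sum that was 1.55-fold (1.54 to 1.56), nearly all of it Des. Without Des its sum was 1.47-fold (1.28 to 1.69), from 319 to 553 counts, and of 8 compared members 2 rose and 2 fell beyond counting error, which argues against these cells as a source of folds of 2 and above. The cardiomyocyte list had a median of 0.26 at percentile 59.3 and a sum that was 1.22-fold. Among random lists matched on gene length as well, the percentiles were 91.1 (endothelial), 37.8 (fibroblast), 99.1 (macrophage), 82.5 (T cell), 99.0 (smooth muscle and pericyte), 71.9 (cardiomyocyte) and 35.6 (hypoxia). Against the IL-6 library they were, on expression alone, 80.2, 51.4, 99.5, 89.0, 96.1, 57.3 and 50.2 in the same order. Lower oxygen in the OSM culture cannot be told apart from an effect of OSM. The median of the hypoxia list, 0.05, lay at percentile 45.6, inside the random lists, but its members went both ways, which decides nothing. Of 20 members, 7 had their whole interval below 0 and 8 above 0, and 4 were called higher and 0 lower. The higher ones were Angptl4 from Fig. 3C, Ndrg1 (log2 fold change 3.23), Pfkfb3 (1.75) and Slc2a1 (1.47). Induction of Steap4 and Serpina3n in the ACMs by OSM stays open as a hypothesis, since both rest on 1 library per condition.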

How the results depend on the processing

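The removal of the length trend and the exact test over genes with at least 2 counts were chosen after the data had been seen, and the other alternatives had been set earlier.

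The scaling changed little. Over median-of-ratios, total count and upper quartile factors, no filter, a BCV of 0.2, thinning to equal totals and the added settings, the numbers of genes higher and lower with OSM stayed within 1.5 times 581 and 844 (518 to 633 and 724 to 962). The share of higher genes among the called ones was 40.8%, and from 36.6% (total count) to 42.9% (upper quartile) under the other scalings.

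Numbers of calls moved with the filter and the rule. With at least 1 FPKM in either library, 349 genes were higher and 416 lower with OSM than with vehicle, 41 and 41 with IL-6 than with vehicle, and 351 and 394 with OSM than with IL-6. By the point estimate without an interval the numbers were 1565 and 2034, 1033 and 1025, and 1557 and 1981. Beyond 4-fold they were 127 and 129, 34 and 62, and 151 and 124. With an assumed BCV of 0.1 they were 1135 and 1561, 445 and 412, and 1137 and 1533. With a BCV of 0.2, IL-6 against vehicle gave 112 and 125. With a BCV of 0.4 they were 43 and 11, 1 and 0, and 57 and 20. The smaller numbers follow from the construction of these settings, which compare fewer genes or ask for a larger difference, and the larger numbers from asking for less.

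The share of protein-coding genes among the lower genes, 71.1%, was 83.2% with at least 1 FPKM, 65.9% by the point estimate, 54.3% beyond 4-fold, 54.5% (6 of 11 genes) with a BCV of 0.4 and 52.9% (383 of 724) with the length trend removed. Protein-coding genes were the larger part in each. The FPKM minimum leaves out low-count genes by construction, and for the others the cause was not tested.

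The ranking with at least 1 FPKM with vehicle kept all 10 genes with a prior count of 2, which exchanged Litaf and Rnd1. Another scaling and the authors' FPKM ratio shift every gene alike and cannot change the order, so they test nothing here. Of its 10 genes, 3 were left with no FPKM minimum and at least 10 counts with vehicle, and 2 with a minimum of 5 FPKM, because the minimum decides which genes can enter. With the length trend removed, 8 were left and the order changed: Socs3 stood above Timp1, Sprr1a was at rank 6, after Serpinb1a and Anxa2, and Litaf stood above Angptl4.

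The median IL-6 log2 fold change of the genes higher with OSM went from 0.149 to 0.0502 with at least 1 FPKM (236 genes), and the correlation of OSM and IL-6 log2 fold changes from 0.271 to 0.176 with at least 100 counts in each library (9345 genes). Both settings leave out genes with few counts, where the shared vehicle library weighs most; the cause was not tested otherwise.

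For the 93 log2 fold changes of named genes, 549 alternatives were computed. Direction was checked for called genes only, and 0 changed it. Of the 549, 543 stayed within the counting interval. The other 6, all under total count scaling, were those of Stat3 (0.55), Jak1 (-0.45), Il6st (-0.63), Nppb (1.65), Ttn (-1.70) and Ryr2 (-1.59), whose intervals are narrow. The 160 alternatives for 32 list medians stayed within their intervals. Most of the alternatives for genes and lists shift every gene alike by little, so staying inside an interval depends largely on its width. Removal of the length trend was not among them, and it took Xist from -1.67 to -0.85.

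No paired analysis was possible because each condition had 1 library. Depth limits the calls of rarely counted genes: of the genes higher with OSM 321 of 581, and of those lower 464 of 844, had under 100 counts on average, and a gene with 0 counts in 1 library needs several counts in the other before its interval clears 2-fold. The OSM library was the deepest, with 30773001 counts against 24939980 for vehicle, and at equal totals 546 genes were higher and 820 lower.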

Differences from the paper's values

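The values of the paper's supplemental table that were set beside the ones computed here were the log2 fold changes of 12 genes (those of Fig. 3C, Osmr and Ccl2), the numbers of upregulated and downregulated genes and the share of protein-coding genes among the latter. None of these differed by more than 1.5 times, or by more than the counting interval for a log2 fold change. The paper's log2 fold changes of the 10 genes in Fig. 3C lie within the intervals given above, and their order is the same. The settings that gave call counts more than 1.5 times apart from the paper's 565 and 789 were the 1 FPKM minimum, the point estimate, the 4-fold rule and a BCV of 0.1 or 0.4. The others set before the data were examined did not, and neither did the exact test over genes with at least 2 counts, chosen after seeing the values, which gave 565 and 790, with all of the paper's genes among them.

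The paper's text describes the downregulated genes in OSM-treated ACMs as few beside the upregulated ones and as mostly noncoding. Over all called genes, 844 were lower and 581 higher here, and 600 of the 844 (71.1%) were protein-coding. The paper's own supplemental table holds 789 downregulated and 565 upregulated genes, and 548 of the downregulated ones (69.5%) are protein-coding. Nearer to the paper's description were calls beyond 4-fold, with 129 lower and 127 higher genes and 54.3% of the lower ones protein-coding, and the exact test with a BCV of 0.4, with 11 lower and 43 higher genes, of which 6 of the 11 lower ones were protein-coding. Both were set before the data were examined. With the length trend removed, chosen after seeing the values, 383 of 724 lower genes were protein-coding (52.9%). Noncoding genes were the larger part among the largest falls of the paper's table, with 26 of the first 50 and 57 of the first 100, a selection also made after seeing the values.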

Other observations

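The removal of the length trend, the matching of lists and genes on length, the check within the mature cardiomyocyte list, the reads per kilobase of the receptor genes, the matched protein-coding genes beside the lncRNA genes, the comparison of resampled correlations, the removal of the trend from Xist and the search for Gapdh copies were chosen after the results had been seen; the other tests in this part were planned.

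In the paper's supplemental table more genes are downregulated than upregulated. A fixed dispersion gives the table's P-values, with a largest difference in log10 P of 2.02e-06 at a BCV of 0.2. With that test, another scaling does not turn the split round, as lower genes were at least 1.22 times the higher ones under 3 other scalings, and neither do equal totals, with a ratio of 1.43. With the length trend removed from the counting rule, the ratio was 1.40, so the trend is argued against as the whole cause. A higher background of genomic or unspliced reads in the vehicle library was tested on olfactory, vomeronasal and taste receptor genes, which ACMs have no known use for. Their reads had a ratio of 0.663 (0.540 to 0.814) between OSM and vehicle, which is the outcome planned for such a background, of 0.985 (0.814 to 1.19) between IL-6 and vehicle and of 0.674 (0.550 to 0.825) between OSM and IL-6. Their list had a median of -0.89 over 11 compared members, at percentile 6.72, and at 12.3 with lists matched on length as well. Without the 3 most counted of these genes the ratio to vehicle was 0.540 (0.394 to 0.738) for OSM and 0.639 (0.469 to 0.867) for IL-6. Between OSM and IL-6 it was then 0.845 (0.600 to 1.19), an interval that includes equal levels. Both ratios that involve the IL-6 library therefore rest on those 3 genes. Genomic reads at the receptor genes' level are too few for the pattern. These genes had 0.0400 reads per kilobase with vehicle. The lower genes missed a median of 7.55 reads per kilobase where they had under 100 counts on average and 66.3 where they had more. Each missed more than 0.0400, which the calling rule largely sets, since a called gene must lose several reads. What was measured is the low level of the receptor genes. Receptor genes have paralogs, so that reads with several places may be missing from that level. Unspliced reads were not measured and stay open. An effect of OSM on these genes stays open as well.

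The log2 fold change with OSM fell with gene length, and the trend was nearly absent between IL-6 and vehicle (rho -0.06) and present between OSM and IL-6 (-0.51), so the OSM library carries it. The GC content of the transcripts is argued against as its cause, since within each of 5 groups of genes by GC rho stayed at -0.44 or stronger, and so is mean expression, with rho at -0.39 or stronger within each of 5 groups. A recovery of transcripts that depends on their length alone is argued against by lncRNA genes. For 176 lncRNA genes with at least 100 counts on average rho was -0.12 (bootstrap interval -0.27 to 0.03), while protein-coding genes matched on length and counts gave -0.44 (-0.55 to -0.31). Likewise 10 of the 13 mitochondrial protein-coding genes, all of at most 1824 bases, fell beyond counting error. The annotated length of an lncRNA gene may not be that of its transcript, which weakens this test. Genes that span long distances in the genome are argued against as the larger carrier: at fixed gene length the partial rank correlation with genomic span was -0.24, weaker than the -0.29 with gene length at fixed span (difference 0.05, 0.02 to 0.09). The trend holds within 1 program of genes, the mature cardiomyocyte list, with rho -0.76 (-0.92 to -0.46) over 20 genes. In it Ttn fell from 18901 to 7191 counts (log2 fold change -1.64), Ryr2 from 22606 to 9264 (-1.53), Cacna1c, which overlaps Dcp1b, from 3849 to 2071 and Kcnj3 from 795 to 252. A lower state of RNA integrity in the OSM library that acts on messenger RNA alone, and a lower output of long genes under OSM, both stay open. No second OSM library was there to separate them.

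The dedifferentiation list, which includes fetal and stress genes of cardiomyocytes, had a median log2 fold change of 0.78, above every random list, and still at percentile 100 against lists matched on length, which argues against the length trend as its cause. Nes rose from 1707 to 9059 counts, Runx1 from 129 to 776, Dab2 from 21 to 86 and Nppb from 3193 to 12399, and Kit fell from 68 to 21, with 18 counts in the IL-6 library as well. The mature cardiomyocyte list had a median of 0.02 at percentile 8.91, and at 20.9 against lists matched on length, inside the random lists, so the planned outcome for a shift towards a dedifferentiated profile, with mature genes lower, was not met. With 10 members above 0 and 10 below 0 beyond counting error, along with gene length, the list decides nothing, and whether mature genes fell as part of such a shift cannot be told apart from the length trend, which these lists argue against for the dedifferentiation genes alone. Against the IL-6 library the dedifferentiation list had a median of 0.66 at percentile 100 and the mature list 0.01 at percentile 7.34.

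Xist fell from 753 to 279 counts with OSM (log2 fold change -1.67), and the Y-linked genes had a median of -0.61 at percentile 3.44, or 7.41 against lists matched on length. Pools with a different share of male and female mice would move them in opposite directions. Instead, 3 of the 4 Y-linked genes fell with Xist, namely Ddx3y, Kdm5d and Uty, and Eif2s3y, the shortest, rose by 0.19 on the log2 scale. Against the IL-6 library Xist had a log2 fold change of -1.52, and the Y-linked genes a median of -0.68 at percentile 1.98. Xist is an lncRNA gene of 17946 bases, and whether its fall follows the length trend stays open. Xist lay at percentile 1.35 of genes matched on expression and on 5 groups of length, whose median was -0.45. The trend at its own length is steeper, as the 100 protein-coding genes nearest in length had a median of -0.86, and 3 of them lay at or below Xist. With the trend of protein-coding genes removed, its log2 fold change was -0.85 (-1.05 to -0.65), below 0 beyond counting error but not beyond 2-fold. The log2 fold change fell with length in protein-coding genes (rho -0.52), but the interval of rho for lncRNA genes, -0.27 to 0.03 around -0.12, includes 0.

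Gapdh, to which the paper's qPCR was normalized, had only 147 counts with vehicle, 105 with IL-6 and 357 with OSM. Copies at 97% identity or more cover 88.6% of its transcript of 1420 bases, at 40 places outside the gene, so most of its reads could be lost to a counting that leaves out reads with several places. Its log2 fold change of 1.04 (0.76 to 1.33) with OSM is therefore uncertain. Gapdh also overlaps Iffo1 on the opposite strand (190 and 250 counts). Actb, which is outside the rule for named genes, rose from 1726 to 4702 counts. Its transcript has copies over 0% of its bases at 97% identity and over 97.6% at 90%.

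Other genes the paper measures in other experiments had these values in the RNAseq libraries. Stat3, which the paper reports as upregulated with OSM by qPCR (Fig. 2E), rose from 7953 to 14412 counts, a log2 fold change of 0.62 (0.58 to 0.66), under the 2-fold limit, and it overlaps Stat5a on the opposite strand. Jak1 had a log2 fold change of -0.39 (-0.45 to -0.33), Jak2 of -0.05 (-0.17 to 0.07), Tyk2 of -0.93 (-1.09 to -0.77) and Il6st of -0.56 (-0.60 to -0.53). The protein-coding genes of similar length had a median of -0.14 for Jak1 and Tyk2 (5811 to 7247 bases) and -0.06 for Jak2 (4715 to 5810 bases). For Il6st (9622 bases and above) that median was -0.56, so its value is that of genes of its length. Reg3b, which the paper discusses as secreted by cardiomyocytes in response to OSM, had 0 counts with vehicle, 0 with IL-6 and 2 with OSM, so that no change was detectable at this depth. Nppa rose from 530 to 995 counts and Myh7, which overlaps Mhrt, from 511 to 791, with 739 in the IL-6 library. Pdgfra had 40 counts with vehicle and 34 with OSM, Postn 4 and 0, and Nox4 0 in each library. The gene mt-Nd4l, among the largest falls of OSM against IL-6, had 1442, 1947 and 380 counts with vehicle, IL-6 and OSM and overlaps mt-Nd4, so that its counts depend on how shared reads were assigned. Srp54b, named after its values were seen, had 25 counts with vehicle, 686 with IL-6 and 1119 with OSM, and belongs to a family of paralogs in which Srp54c had 801, 806 and 945.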
